# Time course study of the response to LPS targeting the pig immune gene networks

**DOI:** 10.1186/s12864-017-4363-5

**Published:** 2017-12-22

**Authors:** Elena Terenina, Valérie Sautron, Caroline Ydier, Darya Bazovkina, Amélie Sevin-Pujol, Laure Gress, Yannick Lippi, Claire Naylies, Yvon Billon, Laurence Liaubet, Pierre Mormede, Nathalie Villa-Vialaneix

**Keywords:** Stress, Hypothalamic-pituitary-adrenal (HPA) axis, Cortisol, Time-course, Systems biology, Microarray, Pig

## Abstract

**Background:**

Stress is a generic term used to describe non-specific responses of the body to all kinds of challenges. A very large variability in the response can be observed across individuals, depending on numerous conditioning factors like genetics, early influences and life history. As a result, there is a wide range of individual vulnerability and resilience to stress, also called robustness. The importance of robustness-related traits in breeding strategies is increasing progressively towards the production of animals with a high level of production under a wide range of climatic conditions and management systems, together with a lower environmental impact and a high level of animal welfare. The present study aims at describing blood transcriptomic, hormonal, and metabolic responses of pigs to a systemic challenge using lipopolysaccharide (LPS). The objective is to analyze the individual variation of the biological responses in relation to the activity of the HPA axis measured by the levels of plasma cortisol after LPS and ACTH in 120 juvenile Large White (LW) pigs. The kinetics of the response was measured with biological variables and whole blood gene expression at 4 time points. A multilevel statistical analysis was used to take into account the longitudinal aspect of the data.

**Results:**

Cortisol level reaches its peak 4 h after LPS injection. The characteristic changes of white blood cell count to LPS were observed, with a decrease of total count, maximal at *t*=+4 h, and the mirror changes in the respective proportions of lymphocytes and granulocytes. The lymphocytes / granulocytes ratio was maximal at *t*=+1 h. An integrative statistical approach was used and provided a set of candidate genes for kinetic studies and ongoing complementary studies focused on the LPS-stimulated inflammatory response.

**Conclusions:**

The present study demonstrates the specific biomarkers indicative of an inflammation in swine. Furthermore, these stress responses persist for prolonged periods of time and at significant expression levels, making them good candidate markers for evaluating the efficacy of anti-inflammatory drugs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-4363-5) contains supplementary material, which is available to authorized users.

## Background

Over time, farms have evolved towards factory production units. This has led to a decline of the welfare of animals that becomes an important concern for consumers [1]. Moreover, this type of farming has led to the selection of animals with high production traits such as rapid growth, lean meat, or large litters. However, the strong selection focus on these characteristics is suspected to reduce functional traits, such as viability of the newborns or disease resistance. Consequently, the genetic potential of animals is usually not fully expressed in commercial conditions, due to the limiting influence of the environment. Robustness is a specific quality of an individual to express a high production potential in a wide variety of environmental conditions and is now a major specific breeding goal in the context of sustainable farm animal breeding. Various strategies are available to increase robustness, and we have suggested that the reinforcement of the neuroendocrine stress responses may favour the processes of adaptation and dampen the negative consequences of the environment [2]. The hypothalamic-pituitary-adrenocortical (HPA) axis is the main neuroendocrine system involved in adaptation to stress and is strongly influenced by genetic factors [3]. It is therefore a primary candidate for the selection of more robust animals [2].

In modern intensive livestock production, pigs are easily threatened by different types of inflammation. Immunological stress is a comprehensive process involving immunological, neurological, and endocrinological responses [4]. The reciprocal “subjugation” of the brain and the immune system via cytokines and stress hormones is now well demonstrated [5, 6]. The resulting balance has more recently been demonstrated at the level of blood cell transcriptome [7], with chronic stress increasing the expression of genes regulated by inflammatory mediators and decreasing those regulated by glucocorticoid hormones [8]. This approach has been used to evaluate the negative consequences of adverse environmental conditions, mostly in humans but also in farm animals (horses [9]). More recently, individual differences have also been described as related to personality dimensions in humans [10]. However the relationships with individual variations of HPA axis activity, including genetic factors, is still unexplored.

We have previously shown large variations in biological and transcriptomic responses to an ACTH stimulation test [11]. Indeed, the adrenal response to ACTH is a major source of variability of HPA axis function [12]. The present study aims at describing blood transcriptomic, hormonal, and metabolic responses of pigs to a systemic challenge using lipopolysaccharide (LPS), a major component of the outer membrane in gram-negative bacteria [13]. LPS provokes an acute inflammatory syndrome resulting eventually in all kinds of pathophysiological damages [14]. The objective is to analyze the individual variation of the biological responses in relation to the activity of the HPA axis. This was assessed through the level of cortisol released by LPS (this experiment) and also, in the same animals, through the level of cortisol released after an ACTH stimulation test (in an experiment previously published [11]).

## Methods

### Animals, treatment and blood sampling and biological analyses

The same 120 piglets (63 females and 57 males) as described in [11] were used for this study. In addition to the ACTH stimulation test, previously described, each animal was injected in the neck muscles with LPS at 8 weeks (*E. coli* serotype 055:B5, Sigma-Aldrich, Saint Quentin Fallavier, FR) at a dose of 15 *μ*g/kg body weight. Injections occurred from 10:00-11:00 AM to avoid nycthemeral variations. Blood samples were collected before the injection (*t*=0) and 1 h (*t*=+1), 4 h (*t*=+4) and 24 h (*t*=+24) after injection with the same protocol as described in [11].

Cortisol, glucose, free fatty acid (FFA), blood cell counts (including: white cells count, proportion of lymphocytes, monocytes and granulocytes, red cells count, hematocrit, concentration of hemoglobin, red cells width and volume, platelets count and platelets width and volume) were obtained using the same protocol as in the previous study. Fifteen biological variables were measured on the 120 pigs in addition to birth and weaning weights. All these variables were preprocessed for outlier and missing value correction and to ensure normality as in the previous study.

### Whole blood transcriptome

A subset of 30 females from 2 batches only was used to study pangenomic expression in whole blood cells at each time point (120 samples). Total RNA isolation and purification was done as described in [11].

Gene expression analysis was performed at the GeT-TRiX facility (GénoToul, Génopole Toulouse Midi-Pyrénées) using Agilent SurePrint G3 porcine microarray GPL16524 (Agilent, 8 ×60 K) following the manufacturer’s instructions (Agilent Technologies, Santa Clara, California). For each of 120 samples, Cyanine-3 (Cy3) labeled cRNA was prepared from 200 ng of total RNA using the One-Color Quick Amp Labeling kit (Agilent) according to the manufacturer’s instructions, followed by Agencourt RNAClean XP (Agencourt Bioscience Corporation, Beverly, Massachusetts). 600 ng of Cy3-labelled cRNA were hybridized on the microarray slides following the manufacturer’s instructions. Immediately after washing, the slides were scanned on Agilent G2505C Microarray Scanner using Agilent Scan Control A.8.5.1 software and fluorescence signal extracted using Agilent Feature Extraction software v10.10.1.1 with default parameters (grid 037880_D_F_20120213 and protocol GE1_1010_Sep10).

### Hybridization protocol

Blood samples of 2 pigs at one time step each were of poor quality and thus not used. The same experimental design than the one described in [11] was used to secure the kinetics of the response for each individual and to prevent confounding effects between batch and array. After quality control and filtering, 27,837 probes were kept and log2 transformed. Technical biases and missing data were handled similarly than in the previous study.

### Fluidigm Biomark RT-PCR

For validation of array data by Fluidigm technology 22 animals (88 samples) were kept to fit the technical constraints of this technique. Total RNA (1 *μ*g) used in microarray experiments was reverse-transcribed as previously described [15]. Primer sequences for genes were designed using Primer3plus software (http://primer3plus.com) and are given in Additional file 1. The *TFRC* gene (transferrin receptor) and *EPRS* gene (glutamyl-prolyl-tRNA synthetase) were used as internal controls. Pre-amplified samples were analyzed with a 96 ×96 Dynamic Array™ IFC (Fluidigm) following the protocol defined by [16], with some modifications. All measurements were performed on the same plate. Each gene was tested twice for each sample. Four dilution points containing a pool of all samples were used to determine PCR efficiency. Data were analyzed using BioMark Gene Expression Data Analysis software (Fluidigm) to obtain Ct values. The Pfaffl method was applied to compute the relative expression of each gene [17]. Pearson correlations were computed to compare the expression values of microarray and quantitative real-time PCR. Quantitative RT-PCR data were also analyzed for time effect by ANOVA with repeated measurements for every gene.

## Statistical analyses

All analyses were performed with the R software, version 3.2.2 [18]. They were designed so as to address two main questions: the first one is the study of the evolution over time of the different variables (plasma metabolites, cortisol and gene expression) after LPS injection. The second one is the study of the relation between the different variables and one of the most relevant measure of sensitivity of the adrenals, the cortisol level one hour after ACTH injection (data from [11], obtained on the same animals).

Longitudinal data analysis of the evolution over time of the different variables can be performed using different statistical methods. A very common approach is to fit curves (for instance splines as in [19, 20]) a as prior processing to the statistical analysis. However, four time steps are too few number of time points to obtain an accurate fit. The analysis was thus performed using two main approaches: the first one relies on linear models with the time as a factor covariate and the second one is based on a decomposition of sources of variations, as was already proven successful for repeated measurements analysis in [21] and for longitudinal data analysis in [11].

### Statistical analysis of plasma metabolites and cortisol

First, all variables were subjected to a one-way ANOVA with repeated measures and the time step as a factor covariate. In order to control the false discovery rate (FDR) [22], *p*-values were adjusted using a Benjamini-Hochberg (BH) approach (Table 1). Variables with an adjusted *p*-value (FDR <0.05) were then subjected to 3 paired t-tests to assess the difference between *t*=0 and *t*=+1, between *t*=0 and *t*=+4 and between *t*=0 and *t*=+24. The full list of *p*-values was adjusted using a BH approach (Fig. 1).

**Fig. 1:**
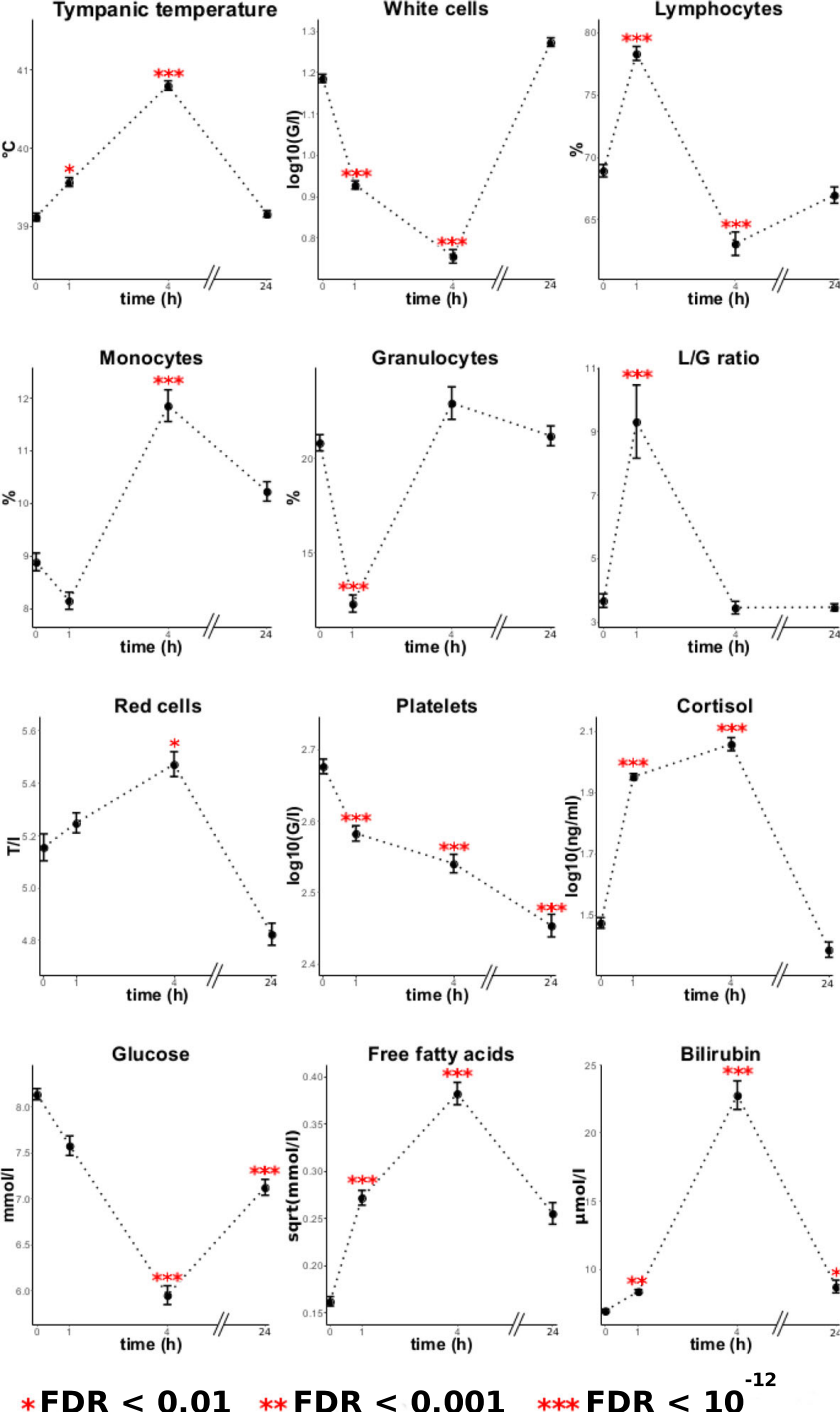
Mean evolution of the biological variables over time. Vertical bars correspond to + and - SEM at each point

**Table 1:** Reference values (at *t*=0) for the biological variables, birth weight and weaning weight (*n*=120)

	Units	Min	Max	Mean	SEM	*F*
Tympanic temperature	°C	36.100	40.257	39.168	0.050	258.110
White cells	log10(G/l)	0.491	1.472	1.188	0.011	572.970
Lymphocytes	%	46.600	91.900	67.477	0.555	112.180
Monocytes	%	3.900	16.200	8.557	0.191	69.500
Granulocytes	%	2.500	35.600	22.608	0.527	78.210
*L*/*G* ratio		1.355	36.760	3.466	0.295	64.650
Red cells	T/l	1.490	7.330	5.163	0.054	69.420
Mean corpuscular volume	fl	39.700	63.700	52.008	0.333	62.120
Hematocrit	%	6.800	37.400	26.828	0.299	78.990
Hemoglobin	g/dl	6.900	12.800	8.947	0.092	46.680
Red blood cells distribution width	fl	29.100	33.800	32.029	0.081	74.440
Platelets	log10(G/l)	2.330	2.998	2.667	0.011	227.400
Mean platelet volume	fl	7.600	13.000	9.682	0.102	71.210
Platelet distribution width	%	9.600	12.000	10.771	0.045	122.790
Cortisol	log10(ng/ml)	1.041	2.033	1.475	0.017	370.240
Free fatty acids	$\sqrt {(\text {mmol/l})}$	0.079	0.560	0.162	0.005	111.040
Glucose	mmol/l	5.850	9.525	8.035	0.061	123.990
Bilirubin	*μ*mol/l	4.660	13.000	8.523	0.190	178.610
Birth weight	kg	0.400	2.680	1.492	0.033	
Weaning weight	kg	5.460	16.564	9.486	0.174	

Results of the ANOVA for time effect (*F* value): all variables varied significatively during the experiment, with an FDR <10^−12^, except for the weights (not tested because constant)

In addition, the influence of sex on the biological variables was tested using a two-way ANOVA with repeated measures including sex as a covariate. *p*-values were adjusted using a BH approach.

Cortisol levels measured one hour after ACTH injection are the most relevant measure to assess the sensitivity of the adrenals to ACTH (data from [11]). Hence, correlations between biological variables at *t*∈{0,+1,+4,+24} and the level of cortisol one hour after ACTH injection were investigated using t-tests of the linear regression on ACTH level. *p*-values were adjusted using a BH approach.

### Statistical analysis of the transcriptome

#### Differentially expressed probes (DEP)

The whole blood is composed of different types of white cells with distinct roles which express different kinds of transcripts [23]. It is thus likely that a modification in blood cell composition may influence the gene expression level without having cells actually express transcripts differently. As blood cell composition was found to vary over time after LPS injection, we used the $\frac {\text {Lymphocyte}}{\text {Granulocyte}}$ (*L*/*G*) ratio as a covariate in our analyses.

Three different approaches were used to identify relevant probes. The first two are longitudinal analyses aiming, respectively, at identifying probes with an expression significantly varying from their basal levels after LPS injection and probes with a varying contribution of the L/G ratio to their expressions after LPS injection. The last analysis searched for probes correlated to the level of cortisol one hour after ACTH injection.

Firstly, we identified probes differentially expressed at each time step while taking blood cell composition into account. Blood cell composition was measured by the *L*/*G* ratio. Three models (one for each time step *t* ^′^ where *t* ^′^∈{+1,+4,+24}) were fitted to each probe using observations at *t*=0 and *t*=*t* ^′^.

1 $$  \text{expr}_{{it}} = \mu_{0} + \tau_{t'}\mathbb{I}_{\{t = t'\}} + \beta^{t'} L/G_{{it}} + \epsilon_{{it}}  $$

with *i*=1,…*n* is animal *i*. expr_*it*_ is the expression of the probe being studied for animal *i* at time step *t* (*t*∈{0,*t* ^′^}), *μ*_0_ is the specific contribution of time step *t*=0, $\phantom {\dot {i}\!}\tau _{t^{\prime }}$ is the effect of time step *t* ^′^, $\phantom {\dot {i}\!}\beta ^{t^{\prime }}$ is the effect of *L*/*G* ratio in this model and $\epsilon _{it} \sim N\left (0, \sigma _{e}^{2}\right)$ is an error term.

We then tested the contribution of time step *t* ^′^ against the null hypothesis *H*_0_: $\phantom {\dot {i}\!}\tau _{t^{\prime }} = 0$. The full list of *p*-values was globally adjusted using a Bonferroni approach. As the Bonferroni approach exerts a more stringent control than the BH approach, it was used to obtain a narrowed list of the most significant probes. Probes with at least one adjusted *p*-value <0.01 were probes for which the expression adjusted by the *L*/*G* ratio was significantly different from the basal level. In the sequel, this list of genes will be referred to as (List1).

Secondly, we identified probes for which the *L*/*G* ratio effect is different according to the time step. To that aim, we compared a complete model, including all time step contributions and the *L*/*G* ratio effect according to the time step (Eq. (2)):

2 $$  \text{expr}_{{it}} = \tau_{t} + \beta_{t} L/G_{{it}} + \epsilon_{{it}}  $$

(with *t*∈{0,1,4,24} and *β*_*t*_ is the interaction effect between time step *t* and the *L*/*G* ratio of individual *i* at time step *t*), to a reduced model, including only the average *L*/*G* ratio and all time step contributions (Eq. (3)):

3 $$  \text{expr}_{{it}} = \tau_{t} + \beta L/G_{{it}} + \epsilon_{{it}}.  $$

An F-test was then performed to test the null hypothesis, *H*_0_: *β*_0_=*β*_1_=*β*_4_=*β*_24_, against the alternate hypothesis, *H*_1_: ∃*t*_1_,*t*_2_ such as $\beta _{t_{1}} \neq \beta _{t_{2}}$. Multiple testing was handled by applying a BH approach (FDR <0.05). Probes for which the test was significant were probes for which the effect of *L*/*G* varied over time. In the sequel, this list of genes will be referred to as (List2).

Finally, we studied correlations between all probes and cortisol level when it reaches its peak in blood after LPS injection. Thus, Pearson correlations, *ρ*, were computed between DEP expression at each time step and cortisol level at *t*=+4. A correlation test was then performed to test the null hypothesis, *H*_0_: *ρ*=0 against *H*_1_: *ρ*≠0. Multiple testing was handled by using a BH approach (FDR <5*%*). This list of genes will be referred as (List3) in the sequel.

In addition, to link probes responding to a LPS injection with a measure of the HPA axis activity, we studied correlations between expression of all probes and the cortisol level at one hour after ACTH injection, as measured on the same pigs in [11].

All lists of DE probes were then annotated and duplicated probes were removed by keeping only DEP with the smallest FDR per annotated gene and all non-annotated genes. Remaining genes will be referred as differentially expressed genes (DEG) in the sequel.

### Functional analysis

Enrichment analysis was performed using tools available at WEB-based GEne SeT AnaLysis Toolkit (WebGestalt) [24, 25]. Entrez gene IDs were used as unique gene identifiers. Target gene lists for main effects and interactions and a background gene set consisting of all 9530 genes were used to identify enrichment in GO, KEGG, Transcription Factor Target, Microarray Target, Protein Interaction Network Module, and Phenotype Analysis in WebGestalt using Fisher’s exact test and BH correction for multiple testing.

A pathway is an interconnected arrangement of processes, representing the functional roles of genes in the genome. The biological processes in which individual genes may participate were identified using the “Gene Ontology” database AmiGO (http://amigo.geneontology.org). The DEG were assembled into networks using Ingenuity Pathway Analysis (IPA ^Ⓒ^) (http://www.ingenuity.com). This application includes algorithms that automatically identify the biological pathways and functions of selected genes. It is based on a large bibliographic database with various types of interaction already identified between pairs of genes. Every biological network extracted by IPA corresponds to the best possible arrangement of the genes, and are associated with a score derived from a *p*-value (right-tailed Fisher’s exact test, − log10-transformed).

### Time course analyses

In the case of time course analyses, the approach previously described (applying a univariate linear model on each variable followed by multiple test correction) is common. However, this approach disregards the dependencies between genes and does not allow for a global view of the relationships between the repeated measurements in high dimensional data. The multilevel approach, already proven successful to investigate the relationships between repeated measurements in [21] was thus used and combined with multivariate data analysis methods.

The multilevel approach [21] is inspired by the mixed-model framework and uses a split-up variation of the (*n* *T*)×*p* matrix *X* that contains the observations of *p* variables (clinical biology variables or gene expressions) on *n* animals with *T*=4 times of measurements:

4 $$ {\begin{aligned} X = \underbrace{X_{..}}_{\textrm{offset term}} + \underbrace{X_{b}}_{\textrm{between-animal deviation}} + \underbrace{X_{w}}_{\textrm{within-animal deviation}} \end{aligned}}  $$

Similarly to what was performed in [11], multivariate approaches were performed on *X*_*w*_ to bring out the most relevant correlations between variables in the dataset, independently from individual variations. First a multilevel PCA was performed on the biological variables to study the overall effect of LPS on plasma metabolites and cortisol over time. Then, a multilevel multiple factor analysis (MFA) [26] was used to investigate the overall relationships between clinical biology and transcriptomic data.

## Results

### Plasma cortisol, metabolites, and blood cell counts

Baseline values of biological variables and the global time effect, and birth and weaning weights are shown in Table 1. Figure 1 shows the evolution of the main variables over time.

Tympanic temperature peaked at *t*=+4 (40.8 °C vs 39.1 °C) and returned to basal levels at *t*=+24. A decrease of total count of white blood cell count was observed, maximal at *t*=+4 (5.70 vs 15.35 G/l) and the mirror changes in the respective proportions of lymphocytes and granulocytes. This indicated that the lymphocytes/granulocytes ratio (*L*/*G*) was a good measure to use in order to take into account these changes that result mainly from the redistribution of lymphocytes into the tissues [27]. The *L*/*G* ratio was maximal at *t*=+1 (9.32 vs 3.67) and back to basal levels at *t*=+4. The red blood cell count and associated measures (hematocrit and hemoglobin concentration) showed a biphasic change, with an initial increase, maximal at *t*=+4 (5.47 vs 5.16 T/l) and a subsequent long-lasting decrease (4.82 T/l at *t*=+24). The platelet count showed a steady decrease until at least *t*=+24 (284 vs 475 G/l). These measures were not influenced by sex, except the mean red cell volume and hematocrit that were slightly lower in males (FDR <0.05).

Cortisol levels peaked at *t*=+4 with a 3.83-fold increase (114.3 vs 29.8 ng/ml). Circulating glucose levels were reduced by 26.9% to 5.95 mmol/l at *t*=+4. The circulating concentration of free fatty acids increased from 0.026 to 0.146 mmol/l at *t*=+4. None of these biochemical measures was influenced by sex.

### Overall effect of LPS on clinical biological variables

The overall effect of LPS over time was investigated with a multilevel PCA (Fig. 2). The first component of the multilevel PCA opposes the observations at *t*=0 (negative coordinates on this axis) to the observations at *t*=+4 (positive coordinates on this axis), this time step corresponding to the peak of LPS effect. The second component opposes the observations at *t*=+24 (positive coordinates on this axis) to the other observation times (negative coordinates on this axis). The representation of the variables shows that the first axis is mainly driven by an opposition between free fatty acids (FFA), bilirubin, temperature and cortisol (high measures at *t*=+4), and white cell count and glucose (low measures at *t*=+4). The second axis of the PCA is driven by *L*/*G* ratio and platelet count that are high at *t*=+1.

**Fig. 2:**
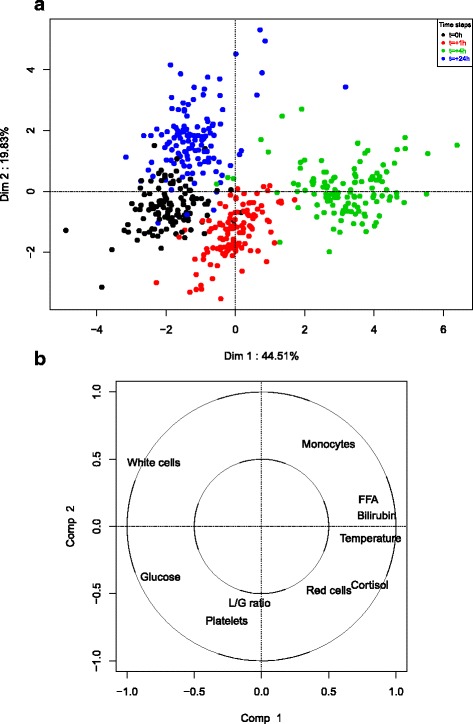
Multilevel PCA on the biological variables responding to LPS. Colors represent the time step; Black: *t*=0; Red: *t*=+1; Green: *t*=+4; Blue: *t*=+24; **a**: Projection of the individuals on dimensions 1 - 2; **b**: Projection of the variables on dimensions 1 - 2

No biological variable was found to be correlated to cortisol level one hour after ACTH injection.

### Differentially expressed genes related to key immune functions

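Whole-blood RNA of 30 female pigs was hybridized to one-colour porcine oligonucleotide arrays before LPS (t=0) and 1, 4 and 24 h after an injection of 15 µg of LPS per kg. The deposited values cover 118 arrays, 29 at t=0, 29 at t=+1, 30 at t=+4 and 30 at t=+24, and 28 pigs have all 4 times. They are the authors' normalized log2 signals of 27,837 probes that passed their quality control and filtering, between 4.88 and 19.18, with no missing value. The paper's text does not name the normalization and refers to an earlier study for the handling of technical biases and missing data. For the 28 pigs with all 4 times, the 111,348 values of a pig pooled over its 4 arrays followed the same distribution in each pig, with a largest difference of 0.012 at any rank, and differences of level between the arrays of a pig remained in the values. The median signal of an array was 8.53 (SD 0.13, n = 29) at t=0, 8.01 (SD 0.12, n = 29) at t=+1, 7.73 (SD 0.27, n = 30) at t=+4 and 8.88 (SD 0.31, n = 30) at t=+24. Per pig it fell by 0.53 to t=+1 in 28 of 28 pigs, fell by 0.81 to t=+4 in 29 of 29 pigs (two-sided permutation test of the sign, p = 1e-05 for both, the smallest p that 100000 resamples give) and was higher by 0.35 at t=+24 in 25 of 29 pigs (p = 2e-05). Log2 changes are given on the deposited scale, and most counts are therefore given again relative to the array median, that is after the median of each array was subtracted, as are single genes whose call differed there. The shift depended on signal: at t=+4 the mean change was -0.15 in decile 1 of signal at t=0, the dimmest, and -1.05 in decile 8. Subtraction of the median can therefore show a dim probe as a rise without a change of its own. Each later time was compared with t=0 by limma for every probe, and the 83,511 p-values of the 3 comparisons were adjusted together by the Bonferroni method, with a call at an adjusted p under 0.01, the threshold that the paper states for List1. The deposited values do not pair probes with gene names. Names were taken from the paper's additional files for 2,115 probes, from RefSeq accessions in the probe identifiers for 287 and from both for 30, and 25,405 probes have no name. The additional files list probes that the study selected on these samples, so counts of named members of any list are partly set by that selection and are not independent evidence of a direction; counts over the 317 genes named from RefSeq, which do not depend on it, were added after the data were seen. A gene with several probes is represented by the probe with the smallest p.

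**Figure D1:**
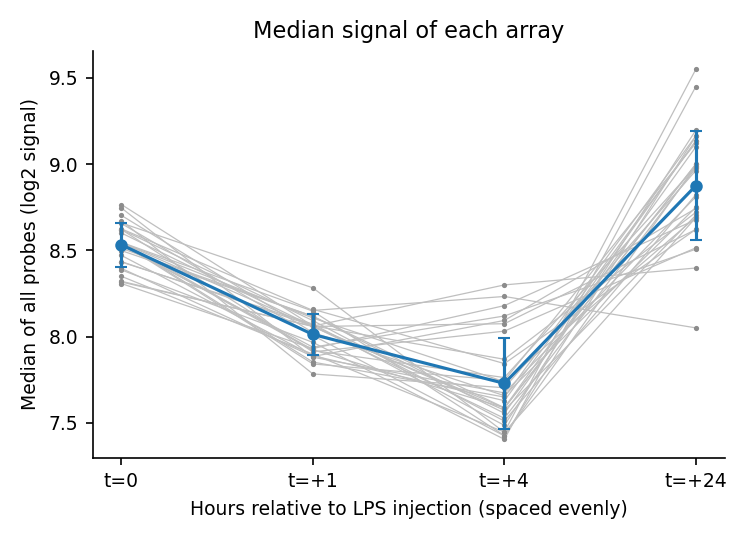
Median of all probes on each array (log2 signal) by hours after LPS. Grey lines join the arrays of a pig, coloured points are means and bars are SD (29 or 30 pigs per time); the mean median lies at 8.53 at t=0, 7.73 at t=+4 and 8.88 at t=+24.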

In our study, we used a comprehensive gene expression profiling by means of microarray analysis to identify clusters of genes differentially expressed in peripheral blood cells, taking into consideration the kinetic of the response with 4 time points (*t*∈{0,+1,+4,+24}). LPS induces dramatic changes in blood cell number and lymphocyte/granulocyte (*L*/*G*) ratio that introduces a confusion between time and cell type effects, and a major challenge for the interpretation of transcriptomic data. Therefore we based the interpretation of the results on three different lists of genes, (List1), (List2), and (List3).

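Markers of T cells and KLRK1, the 1 named marker of 18 on a list of NK and cytotoxic cells, were lower at t=+4. Of 7 named monocyte markers, 4 were lower at t=+1, and several markers of granulocytes were higher at t=+4. LCK, the tyrosine kinase of T cell receptor signalling, fell by 2.07 (SE 0.16, adjusted p = 7.2e-14) on the log2 scale at t=+4, CD3E, a chain of the CD3 complex, fell by 1.82, and KLRK1, an activating receptor of NK and cytotoxic T cells, fell by 2.99 (SE 0.13, adjusted p = 3.8e-26). LYZ, the lysozyme of monocytes and granulocytes, fell by 2.76 (SE 0.21, adjusted p = 6e-15) at t=+1, and FCN1, a ficolin of monocytes, fell by 1.95. LTF, the lactoferrin of neutrophil granules, rose by 2.96 (SE 0.26, adjusted p = 4.4e-12) at t=+4, TGM3, a transglutaminase, rose by 1.99, and S100A9, a subunit of calprotectin, rose by 1.68. The probes of TGM3 and S100A9 were dim at t=0, 2.00 and 2.11 below the array median. MMP9, a bright granulocyte marker, was highest relative to the array median at t=+1 (5.395, and 5.119 at t=+4). Of the 8 named members of a list of T cell markers, 8 fell at t=+4 (limma; 8 adjusted over the list alone) and 6 fell relative to the array median; of the 4 named from RefSeq, 4 and 3 did. On that scale LCK stood at -1.27 and KLRK1 at -2.18. Of 2 named B cell markers both fell on the deposited scale, and neither passed relative to the array median (CD79B -0.36; -0.38 and past the threshold with the pig as a block as well, a fit added after the data were seen). Of 7 named monocyte markers, 4 fell at t=+1 (5 adjusted over the list alone; 4 relative to the array median), while CD14 at -0.57 and TLR2 at -0.49, which granulocytes also express, did not pass, nor did the 5 monocyte markers named from RefSeq, of which 4 fell, against the other genes so named (camera, adjusted p = 0.307). MS4A7, at 0.18 relative to the array median, did not pass there. At t=+4, 4 of the 7 fell and 1 rose, and relative to the array median 1 fell and 2 rose. Of 8 named granulocyte markers, 3 rose and 2 fell at t=+4 (4 and 2 adjusted over the list alone), and 4 rose relative to the array median. With the pig as a block, 3 rose and 1 fell. A score of the lymphocyte minus the granulocyte markers fell by 0.50 at t=+1 in 21 of 28 pigs (two-sided permutation p = 0.00249) and fell by 2.01 at t=+4 in 29 of 29 pigs (p = 1e-05, the smallest p that 100000 resamples give), and stood 0.04 above t=0 at t=+24 (p = 0.703). With the median over probes in place of the mean, the fall at t=+1 was smaller and the score lay below t=0 at t=+24. With this score, which holds these genes, as a covariate, LTF (0.03), TGM3 (0.14), LCK (-1.77) and CD3E (-1.54) no longer passed at t=+4, and S100A9 turned to -0.44. Since the score fell in every pig at t=+4, time and score are hard to separate there. Here and below, a call lost in this fit does not show that cell composition accounts for the change.

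**Figure D2:**
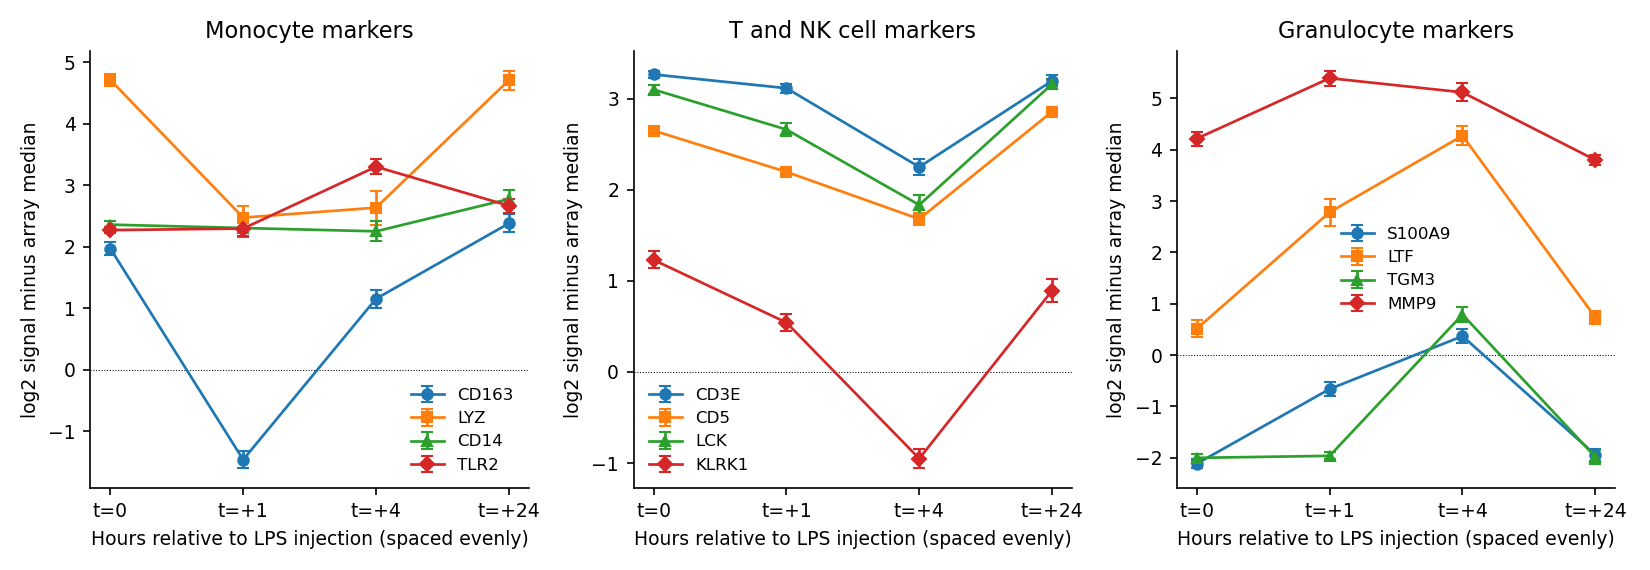
Log2 signal minus the array median of marker genes of monocytes (left), T and NK cells (middle) and granulocytes (right) by hours after LPS, as mean and SE of 29 or 30 pigs. CD163 and LYZ are lowest at t=+1, LCK and KLRK1 at t=+4, and LTF, TGM3 and S100A9 are highest at t=+4. MMP9 is highest at t=+1.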

All genes found to be differentially expressed after ACTH injection in our previous study [11] were also found in one of these three lists.

### Analysis of each list of genes

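SAA3, an acute phase serum amyloid A protein, rose by 5.83 (SE 0.26, adjusted p = 5e-26) on the log2 scale at t=+4 in 29 of 29 pigs. CD69, an early activation antigen of lymphocytes, rose by 1.52 (SE 0.11, adjusted p = 8.4e-15) at t=+1. CX3CR1, the fractalkine receptor of monocytes, NK cells and T cells, fell by 4.67 (SE 0.17, adjusted p = 1.3e-31) at t=+4, and S100A6, a calcium-binding protein, fell by 3.78. FCGR1A, the high-affinity IgG receptor of myeloid cells, fell by 2.68 (SE 0.14, adjusted p = 8e-23) at t=+1 and by 0.92 (SE 0.15, adjusted p = 0.0063) at t=+24. LGALS3, the lectin galectin-3, rose by 1.58 (SE 0.20, adjusted p = 1e-05) at t=+24. Over all 27,837 probes, 112 rose and 18,105 fell at t=+1, 171 rose and 19,235 fell at t=+4, and 4,559 rose and 37 fell at t=+24 (limma, Bonferroni-adjusted p under 0.01). In all, 21,097 probes (75.8%) and 1,879 of 2,075 named genes, most of them named because the study lists them, changed at 1 or more times, against 244 of the 317 genes named from RefSeq. Relative to the array median, 7,447 probes rose and 3,172 fell at t=+1, 10,028 rose and 6,288 fell at t=+4, and 588 rose and 1,665 fell at t=+24. With quantile normalization between arrays, 3,692 rose and 3,016 fell at t=+1, and 5,979 rose and 7,237 fell at t=+4. When the lymphocyte minus granulocyte marker score was added as a covariate, 7 probes rose and 6,278 fell at t=+4. This score of RNA is not the paper's L/G ratio, which the deposited values do not hold: the ratio is highest at t=+1 and back at its basal level at t=+4, and the score fell at both times. With the pig as a block in the fit, 2,839 probes rose and 102 fell at t=+24.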

The **first list of genes (List1)** consists of 9530 unique genes (22,794 transcripts, Additional files 2 and 3) for which the expression adjusted by the *L*/*G* ratio was significantly different from basal level. (List1) was submitted to gene ontology and enrichment analysis. These analyses showed 106 classes significant at FDR < 0.05. Due to the important number of DEG, generic classes were removed (such as morphogenesis, transcription, locomotion and others). Only genes that were well-known and well described in the literature were chosen to define a final selected list of 284 genes. These genes were grouped into 6 functional classes that were all found enriched for genes (List1) (Immunity and Inflammation, Chemotaxis, Apoptosis, Calcium ion transport, Metabolism, Hormonal Response).

The “immunity and inflammation” class (175 genes) is related to the inflammatory cascade after activation of leukocytes by LPS via TLR4 receptor (a receptor for bacterial lipopolysaccharide). TLR4 is a critical driver of immune responses to bacterial infections. Signals from TLR4 promote NF- *κ*B and AP-1 activation, leading to inflammatory gene expression [28] (DEG for TLR4, TNF, JUNB, and NF-B pathway).

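NFKBIA, the inhibitor that NF-κB itself induces, rose by 2.86 (SE 0.18, adjusted p = 2.6e-18) on the log2 scale at t=+1 in 28 of 28 pigs, and the related inhibitor NFKBIE rose by 0.47 (SE 0.05, adjusted p = 2.1e-07). JUN, a subunit of AP-1, rose by 0.95 (SE 0.11, adjusted p = 1.1e-07) at t=+1, and the interleukins IL1A and IL1B, both NF-κB targets, rose by 2.79 and 1.61. TLR4 fell by 0.93 (SE 0.10, adjusted p = 1.8e-08) at t=+1 and was 0.71 (SE 0.15, adjusted p = 0.93) above t=0 at t=+4, which did not pass. After subtraction of the array median, TLR4 stood at -0.41 at t=+1, which did not pass, and rose by 1.51 (SE 0.13, adjusted p = 1.2e-12) at t=+4, and NFKBIA and JUN rose by 3.38 and 1.47 at t=+1. Of 11 named genes of Toll-like receptor signalling, 7 fell at t=+1 and 6 fell at t=+4 (8 and 7 adjusted over the list alone), among them TLR1 with a fall of 1.13 and TLR7 with a fall of 0.99 at t=+1. Relative to the array median, 2 of the 11 rose and 3 fell at t=+1, and 4 rose and 1 fell at t=+4. Of its 5 genes named from RefSeq 3 fell at t=+1 and 3 at t=+4, and against the other genes so named the list passed at neither time (camera, adjusted p = 0.787 and 0.823). Of 3 named NF-κB feedback inhibitors, 2 rose and 1 fell at t=+1 (limma; 2 and 1 adjusted over the list alone), and of 3 named immediate early transcription factors 1 rose and 1, KLF4, fell by 1.72 (1 and 1 adjusted over the list alone). No named probe stands for TNF or JUNB. With the lymphocyte minus granulocyte marker score as a covariate, TLR4 was at -0.86 at t=+4 and IL1B no longer passed at t=+1.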

The “chemotaxis” class is composed of 59 genes. Among them *ABHD2*, *ACADS*, *AIF1*, *ANXA7*, *ARPC1A*, *ARPC2*, *CD97*, *CHL1*, *CLIC1*, *CNTFR*, *COQ3*, *DGKD*, *DNASE2*, *GP1BA*, *GPI*, *HCLS1*, *HPS6*, *IL1RN*, *IL8RA*, *KAT5*, *LOC100523056*, *LSP1*, *MAN2B1*, *PARK7*, *PTPN6*, *SMAD7*, *SPG21*, *TMEM173*, *TMSB10*, *TMSB4X*, *TRDMT1*, and *TSPO* genes are related to immune cell trafficking. This observation is in agreement with the observed blood cell redistribution.

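AIF1, an actin-bundling protein of monocytes and macrophages, fell by 3.09 (SE 0.13, adjusted p = 1.3e-28) on the log2 scale at t=+1 and by 2.65 (SE 0.15, adjusted p = 3.7e-20) at t=+4, in 28 of 28 pigs and 29 of 29 pigs. IL8RA, a receptor for interleukin 8 on neutrophils, fell by 1.90 (SE 0.18, adjusted p = 2.1e-10) at t=+1. The glycolytic enzyme GPI fell by 1.86 and the lysosomal nuclease DNASE2 by 1.67 at t=+4, and GP1BA, a platelet receptor for von Willebrand factor, by 1.37. Of the 16 genes of this list with a named probe, 15 fell at t=+1 and 12 fell at t=+4, where 1, IL1RN, rose, and 7 rose at t=+24 (limma; 15 and 14 fell and 13 rose adjusted over the list alone, which is not independent evidence since the study chose the list on these samples). Once the array median was subtracted, 6 of the 16 fell at t=+1, 3 rose and 8 fell at t=+4, and 2 rose at t=+24, with AIF1 at -2.57 at t=+1 and GPI at -1.06 at t=+4. In a separate list of leukocyte adhesion and trafficking with 18 named genes, 1 rose and 12 fell at t=+1, and 1 rose and 11 fell at t=+4 (2 and 14, and 1 and 14, adjusted over the list alone; of the 12 named from RefSeq, 1 and 7, and 1 and 8). The gene that rose was ICAM1 at both times. On the scale of the array median 3 of the 18 rose and 8 fell at t=+1, and 3 rose and 5 fell at t=+4, and against the other genes named from RefSeq the list did not pass at either time (camera, adjusted p = 0.823 and 0.761). Among those that fell on the deposited scale, the chemokine receptor CCR2 fell by 1.97 at t=+1, and the integrin chains ITGB7 and ITGB2 fell by 2.03 and 1.96 at t=+4. With the pig as a block, 5 of the 16 genes rose at t=+24. Under the lymphocyte minus granulocyte marker score as a covariate, GP1BA, at -1.52, no longer passed at t=+4.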

The “apoptosis” class (33 genes) includes *C5AR1*, *CCL24*, *CCR1*, *CCR3*, *CXCL13*, *IRG1*, *ALDOC*, *C3AR1*, *CADM1*, *CAPN3*, *HEXA*, *ID3*, *MAEA*, *PLAU*, *PRDX5*, *PROC*, and *CXCR2* genes related to apoptosis and inflammatory response, and *TNFSF13B* and *NFKBIA* involved in cell-activating factor signalling pathway.

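PLAU, the urokinase plasminogen activator, fell by 1.19 (SE 0.13, adjusted p = 1.3e-08) on the log2 scale at t=+4 and rose by 1.27 (SE 0.16, adjusted p = 3.8e-06) at t=+24. At t=+24 NFKBIA was raised by 1.53 (SE 0.16, adjusted p = 8.6e-09) and CCR3, the eotaxin receptor of eosinophils, by 0.92. From t=+4 to t=+24 CCR3 rose by 2.20. On the deposited scale none of the 3 named NF-κB feedback inhibitors, NFKBIA among them, passed as a rise at t=+4. Relative to the array median 2 of them did. CCR1, a receptor for inflammatory chemokines, fell by 1.39 (SE 0.16, adjusted p = 5.7e-07) at t=+1. Of the 13 genes of this class with a named probe, 1 rose and 7 fell at t=+1, 1 rose and 6 fell at t=+4, and 5 rose at t=+24 (limma; 1 and 9, 3 and 7, and 10 adjusted over the list alone, which is not independent evidence because the study chose the class on these samples). Relative to the array median, 3 rose and 1 fell at t=+1, 6 rose at t=+4 and 2, NFKBIA at 1.19 and PLAU at 0.93, rose at t=+24. CCR1 at t=+1 (-0.87), PLAU at t=+4 (-0.39) and CCR3 at t=+24 (0.57) did not pass on that scale, and with the pig as a block as well, a fit added after the data were seen, CCR3 passed (0.59).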

Twelve genes (*CD9*, *ANXA5*, *COMT*, *DDIT3*, *ADAM10*, *BAD*, *SOD2*, *ADRB2*, *CLN8*, *LTA*, *TGFBR1* and *PTEN*) form a “calcium ion transport” class.

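ANXA5, a calcium-dependent phospholipid-binding annexin, fell by 1.60 (SE 0.09, adjusted p = 5.4e-21) on the log2 scale at t=+1 and by 1.84 (SE 0.13, adjusted p = 1.5e-15) at t=+4. CLN8, a membrane protein of the endoplasmic reticulum, and BAD, a promoter of cell death, fell by 1.68 and 1.59 at t=+4. CD9, a tetraspanin, rose by 1.06 (SE 0.14, adjusted p = 3.1e-05) at t=+24. Of the 8 genes of this class with a named probe, 6 fell and 1, LTA, rose at t=+1, 7 fell and 1, SOD2, rose at t=+4, and 3 rose at t=+24 (limma; 7 and 1, 7 and 1, and 7 adjusted over the list alone, not independent evidence since the class was chosen on these samples). On the scale of the array median, 3 fell and 1 rose at t=+1, 4 fell and 1 rose at t=+4, and 2, CD9 at 0.72 and BAD at 0.42, rose at t=+24. ANXA5 at t=+4 stood at -1.04 on that scale.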

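HMOX1, the heme oxygenase that degrades heme, fell by 2.71 (SE 0.13, adjusted p = 1.5e-24) on the log2 scale at t=+1 in 28 of 28 pigs and rose by 1.25 (SE 0.18, adjusted p = 0.0003) at t=+24. EDN1, the vasoconstrictor peptide endothelin 1, rose by 0.82 (SE 0.14, adjusted p = 0.0099) at t=+1 and by 1.22 (SE 0.16, adjusted p = 1.2e-05) at t=+4. Relative to the array median, HMOX1 fell at t=+1 (-2.19) and rose at t=+24 (0.90), and EDN1 rose at t=+1 (1.34) and t=+4 (2.02; limma throughout). No named probe stands for PLA2G4A or CORO1A. Of the 3 genes of the metabolism and hormonal response classes with a named probe, COFILIN among them, 1 rose and 2 fell at t=+1. At t=+4, 1 rose and 1 fell, and at t=+24 1 rose. Relative to the array median, 1 rose and 1 fell at t=+1, 1 rose at t=+4, and 1 rose and 1 fell at t=+24. The classes were chosen on these samples, so these counts are not independent evidence. With the lymphocyte minus granulocyte marker score as a covariate, EDN1 no longer passed at t=+1 (0.61) or at t=+4 (0.49).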

The “metabolism” class includes four genes (*EDN1*, *COFILIN*, *PLA2G4A*, and *CORO1A*), and the “hormonal responses” class includes one gene (*HMOX1*).

The 284 remaining genes from the first list (List1) were clustered into 4 clusters using HAC (Fig. 3, Additional file 3).

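Genes of the 4 clusters moved on different courses on average. The 5 named genes of cluster 1, among them CCL20 and NFKBIA, were on average 1.60 above t=0 at t=+1 on the log2 scale (SD 0.61, 28 of 28 pigs), and the 11 of cluster 2, among them C3 and ICAM1, 1.21 above it at t=+4 (SD 0.77, 28 of 29 pigs). The 57 named genes of cluster 3, among them LCK and KIT, fell by 1.48 at t=+4 (SD 0.56, 28 of 29 pigs), and the 35 of cluster 4, among them CD163 and AIF1, fell by 1.25 at t=+1 (SD 0.36, 28 of 28 pigs). Each of these means had a two-sided permutation p of 1e-05, the smallest p that 100000 resamples give, and the same p relative to the array median, where the means were 2.13, 2.01, -0.67 and -0.72. At t=+24, cluster 3 stood 0.58 above t=0 and cluster 4 0.64 above it (0.23 and 0.29 relative to the array median). The study formed the clusters on these samples, so these directions are not independent evidence. The mean change of the genes of cluster 2 at t=+4, once the lymphocyte minus granulocyte marker score was a covariate, turned from 1.19 to -0.14. Time and score are hard to separate at t=+4, where the score fell in 29 of 29 pigs. Ward clustering of the mean changes of the 108 named genes that the study placed in a cluster gave 4 groups with an adjusted Rand index of 0.434 against those clusters (0.207 with complete linkage).

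**Figure D3:**
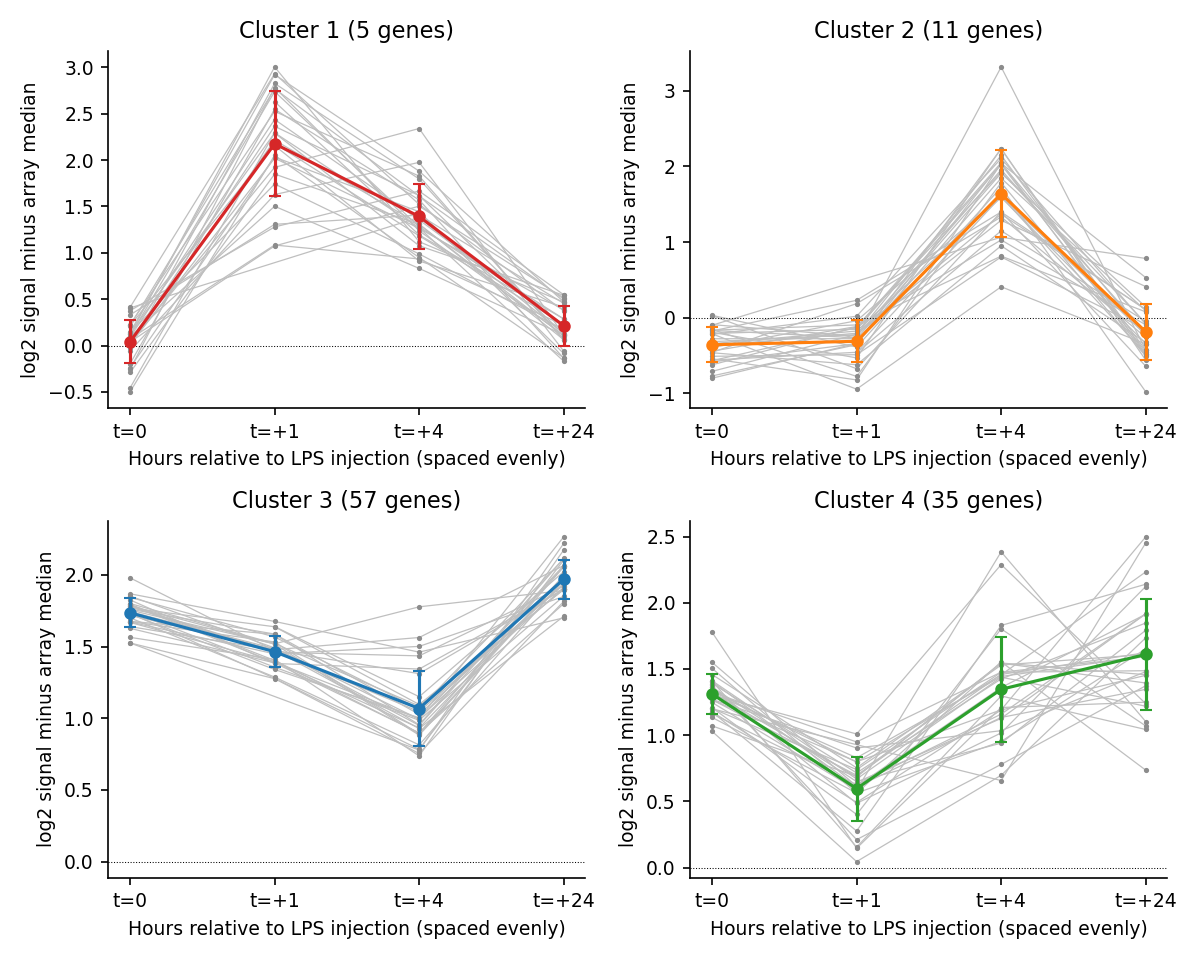
Mean log2 signal minus the array median over the named genes of each cluster by hours after LPS. Grey lines join the arrays of a pig, coloured points are means and bars are SD (29 or 30 pigs per time); cluster 1 peaks at t=+1, cluster 2 at t=+4, cluster 3 is lowest at t=+4 and cluster 4 at t=+1.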

**Fig. 3:**
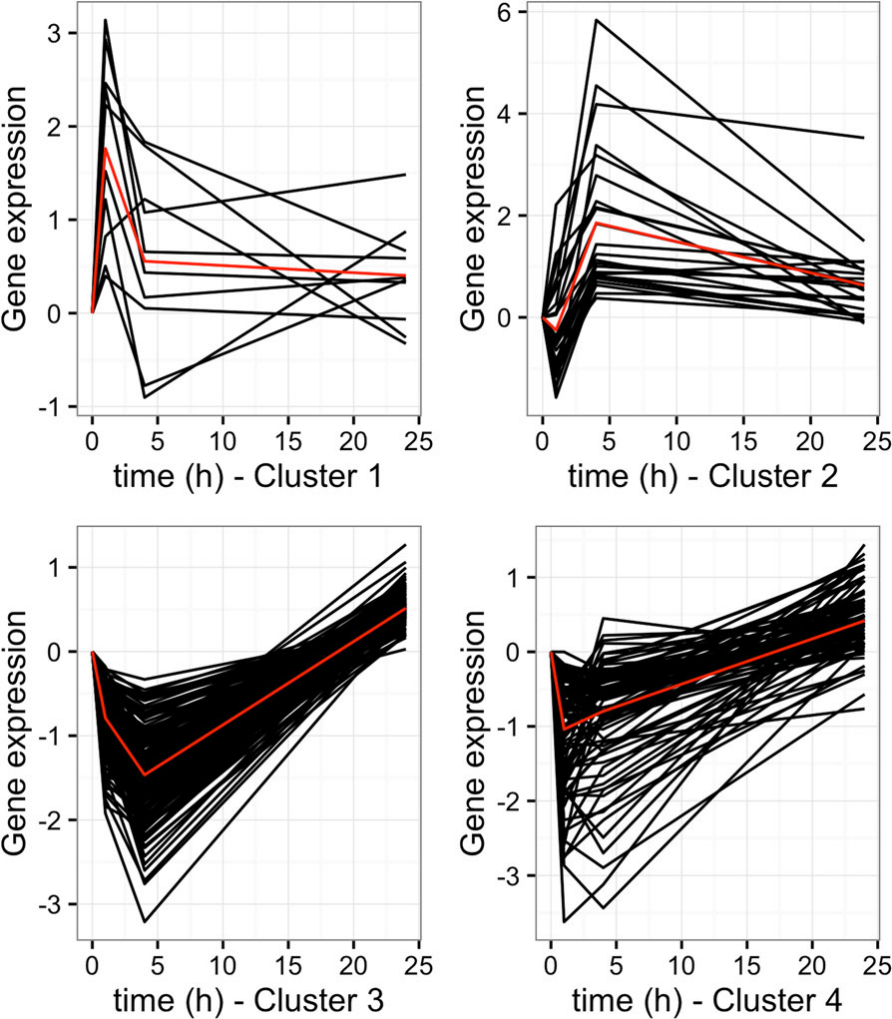
Black: Average evolution the genes in each of the clusters identified by the HAC on the 284 DEG identified in list (**List1**). Evolution of each gene is translated so that it is equal to 0 at *t*=0; Red: Average evolution over all genes in the cluster (cluster 1: 8 genes, cluster 2: 12 genes, cluster 3: 159 genes, cluster 4: 77 genes). 28 genes were unclassified

The **second list of genes (List2)**, consists of 154 unique genes (209 transcripts, Additional file 4) for which the contribution of the *L*/*G* ratio to the expression varied over time steps. Among these genes, 132 genes were further assembled into six functional networks that notably revealed hematological system development and function, tissue morphology, cancer, organismal injury and abnormalities, reproductive system disease, cellular growth and proliferation. The average evolution of all these genes shows the same expression profile. This group of genes is characterized by genes decreasing with a peak of expression at *t*=+1 and stable between *t*=+4 and *t*=+24. 

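The 209 probes of List2 were on average lower at t=+1 and higher at t=+24 than at t=0. Their mean fell by 0.60 on the log2 scale at t=+1 (SD 0.22, 28 of 28 pigs; two-sided permutation p = 1e-05, the smallest p that 100000 resamples give), was -0.07 from t=0 at t=+4 (SD 0.47, p = 0.428) and 0.46 above it at t=+24 (SD 0.62, 24 of 29 pigs, p = 0.00023). Between t=+4 and t=+24 the mean rose by 0.54 (SD 0.83, 23 of 30 pigs, p = 0.00141). Among the genes of the list, FAS, a death receptor, fell by 1.12 (SE 0.09, adjusted p = 7.8e-15) at t=+1, and C3, the central protein of complement, rose by 1.40 (SE 0.14, adjusted p = 9.1e-10) at t=+4. By limma, 152 of the 209 probes fell at t=+1, 18 rose and 46 fell at t=+4, and 18 rose at t=+24, counts that are not independent evidence since the list was chosen on these samples. The course relative to the array median was another: the mean was -0.07 at t=+1 (p = 0.0487), 0.74 at t=+4 in 29 of 29 pigs and 0.11 at t=+24 (p = 0.0827), and it fell by 0.61 from t=+4 to t=+24 in 29 of 30 pigs. On that scale 141 of the 209 probes rose at t=+4, and 3 rose at t=+24.

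**Figure D4:**
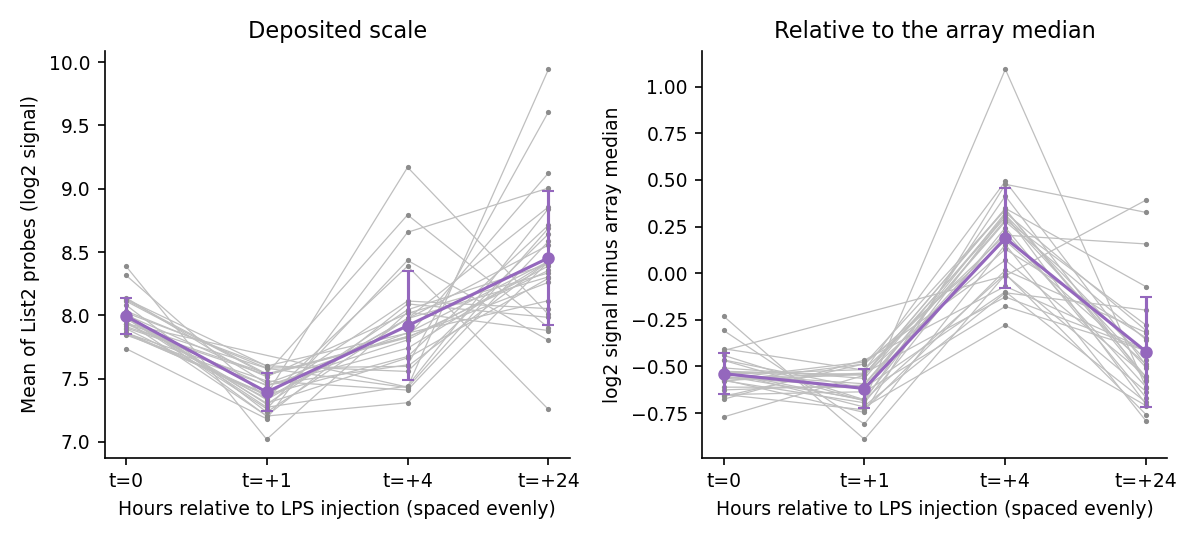
Mean of the List2 probes on each array by hours after LPS, on the deposited log2 scale (left) and as log2 signal minus the array median (right). Grey lines join the arrays of a pig, points are means and bars are SD (29 or 30 pigs per time); the left mean is lowest at t=+1 and the right mean highest at t=+4.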

According to this analysis, it is unlikely that genes for which the contribution of the *L*/*G* ratio to the expression varied over time steps are directly involved in the immune response to LPS injection.

The **third list of genes (List3)** consists of 116 unique genes (185 transcripts, Additional file 5) for which the expression was found to be correlated to the level of cortisol at *t*=+4. This time point was chosen as the peak of plasma cortisol concentration after LPS (Fig. 1). 

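At t=+4, the time of the cortisol level in this correlation, probes of List3 went both ways from t=0 on the deposited scale and mostly up relative to the array median. SERPING1, the inhibitor of complement C1, fell by 1.52 (SE 0.09, adjusted p = 6.3e-19) on the log2 scale at t=+1, DGAT2, an enzyme of triglyceride synthesis, fell by 2.07, and GYG1, the primer of glycogen synthesis, was 1.00 (SE 0.20, adjusted p = 0.4) above t=0 at t=+4, which did not pass, and rose by 1.81 (SE 0.17, adjusted p = 1.1e-10) relative to the array median. Of the 185 probes, 17 rose and 34 fell at t=+4 (limma), and 126 rose and 3 fell relative to the array median. Their mean per pig was -0.05 from t=0 at t=+4 (SD 0.52, n = 29 pigs, two-sided permutation p = 0.606) and 0.76 relative to the array median (SD 0.33, 29 of 29 pigs, p = 1e-05, the smallest p that 100000 resamples give). In the fit with the lymphocyte minus granulocyte marker score as a covariate, GYG1 was at -0.78 at t=+4. Cortisol levels are not among the deposited values, so the correlation itself could not be computed.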

The most significant functions are: cellular function and maintenance – function of blood cells (30 genes); cellular movement, immune cell trafficking – leucocyte migration (35 genes); lymphoid tissue structure and development, tissue morphology – quantity of lymphatic system cells (34 genes); cellular function and maintenance – function of leucocytes (27 genes); hematological system development and function, tissue morphology – quantity of leucocytes (36 genes); cellular movement, hematological system development and function, immune cell trafficking – cell movement of leucocytes (32 genes); immunological disease – systemic autoimmune syndrome (39,374 genes) (Additional file 6).

### Validation of differential expression by quantitative real-time PCR

Twenty-two DEG were selected for further examination by quantitative real-time PCR using the Fluidigm technique (Table 2). These genes were selected from the three studied lists ((List1)), (List 2), and (List 3)). 

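SOD2, the mitochondrial superoxide dismutase, rose by 1.82 (SE 0.20, adjusted p = 3.6e-08) on the log2 scale at t=+4 and was 0.73 above t=0 at t=+24, which did not pass; from t=+4 to t=+24 it differed by -1.08, which did not pass, and relative to the array median by -2.23 (adjusted p = 7.6e-11), which passed. CHI3L1, a chitinase-like secreted protein, fell by 2.24 (SE 0.17, adjusted p = 3.3e-14) at t=+1, and CLEC2D, a ligand of an inhibitory NK cell receptor, and VAT1 fell by 1.61 and 1.44. STMN1, a regulator of microtubules, fell by 1.96 (SE 0.17, adjusted p = 8.4e-12) at t=+4 and rose by 0.70 (SE 0.09, adjusted p = 2.4e-05) at t=+24. Of the 22 genes, 15 have a named probe, and 14 of these fell at t=+1 (15 adjusted over the list alone, 6 relative to the array median; not independent evidence since the genes were chosen on these samples). Table 2 states a time of lower and a time of higher expression for each gene, 30 statements for the 15 genes. The array change from t=0 had the stated sign in 29 of them and passed in that direction in 17 (limma; 13 of 15 falls and 4 of 15 rises), and relative to the array median it had that sign in 27 and passed in 11. At t=+24, MSN and SSH1 rose by 0.64 and 0.48, and with the pig as a block neither passed. On the scale of the array median, STMN1 (0.35), MSN (0.29) and SSH1 (0.14) did not pass at that time, and with the pig as a block as well, a fit added after the data were seen, STMN1 passed (0.36). With the lymphocyte minus granulocyte marker score as a covariate, STMN1 no longer passed at t=+4 (-1.74), and SOD2 turned from a rise to -0.06. The brightest probe of SOD2 was at 0.82 at t=+4 and differed by 0.05 from t=+4 to t=+24, and neither passed.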

Pearson correlations between the differences in expression measured by quantitative real-time PCR and microarray were greater than 0.70 for 7 genes (*CHI3L1*, *MYLIP*, *LCK*, *SOD2*, *VAT1*, *COMT*, and *FAS*). Lower correlations (between 0.5 and 0.6) were obtained for *GALK2*, *VNN2*, *JAK2*, *KAT5*, *ADAM10*, *RARA*, and *ANXA7*.

**Table 2:** Correlations between quantitative real-time PCR with microarray expression for selected genes (*n*=22)

Gene name	Gene description	List that provided the gene	Pearson correlation	*p*-value (Fluidigm)	Gene expression profile
*CHI3L1*	chitinase 3 like 1	(List 1)	0.72	1.68e-07	down at *t*=+1
					up at *t*=+24
*CHIT1*	chitinase 1	(List 1)	0.68	0.00214	down at *t*=+1
					up at *t*=+24
*CLEC2D*	C-type lectin domain family 2 member D	(List 2), (List 3)	0.60	0.0019	down at *t*=+1
					up at *t*=+24
*GALK2*	galactokinase 2	(List 1)	0.50	9.52e-11	down at *t*=+1
					up at *t*=+24
*HSD17B11*	hydroxysteroid (17-beta)	(List 1)	0.67	3.02e-11	down at *t*=+1
	dehydrogenase 11				up at *t*=+24
*KAT5*	lysine acetyltransferase 5	(List 1)	0.53	5.37e-09	down at *t*=+1
					up at *t*=+24
*LCK*	LCK proto-oncogene, Src family	(List 1)	0.74	3.77e-10	down at *t*=+1
	tyrosine kinase				up at *t*=+24
*MSN*	moesin	(List 1)	0.61	5.68e-05	down at *t*=+1
					up at *t*=+24
*MYLIP*	myosin regulatory light chain	(List 1)	0.72	2.26e-10	down at *t*=+1
	interacting protein				up at *t*=+24
*RAB31*	RAB31, member RAS oncogene family	(List 1)	0.65	0.00152	down at *t*=+1
					up at *t*=+24
*RARA*	retinoic acid receptor alpha	(List 1)	0.58	6.59e-05	down at *t*=+1
					up at *t*=+24
*SSH1*	slingshot protein phosphatase 1	(List 1), (List 2)	0.67	1.28e-11	down at *t*=+1
		(List 3)			up at *t*=+24
*VAT1*	vesicle amine transport 1	(List 1)	0.75	1.26e-12	down at *t*=+1
					up at *t*=+24
*VNN2*	vanin 2	(List 1)	0.52	0.74	down at *t*=+1
					up at *t*=+24
*CERS4*	ceramide synthase 4	(List 2), (List 3)	0.60	1.16e-06	down at *t*=+1
					up at *t*=+4
*FAS*	Fas cell surface death receptor	(List 1), (List 2)	0.83	<2e-16	down at *t*=+1
		(List 3)			up at *t*=+4
*JAK2*	Janus kinase 2	(List 2), (List 3)	0.52	2.54e-10	down at *t*=+1
					up at *t*=+4
*ADAM10*	ADAM metallopeptidase domain 10	(List 1)	0.56	8.15e-05	down at *t*=+4
					up at *t*=+24
*ANXA7*	annexin A7	(List 1)	0.59	0.000417	down at *t*=+4
					up at *t*=+24
*COMT*	catechol-O-methyltransferase	(List 1)	0.75	1.64e-14	down at *t*=+4
					up at *t*=+24
*STMN1*	stathmin 1	(List 1)	0.69	3.24e-09	down at *t*=+4
					up at *t*=+24
*SOD2*	superoxide dismutase 2,	(List 1)	0.74	<2e-16	up at *t*=+4
	mitochondrial				down at *t*=+24

*p*-value (Fluidigm) gives the time effect of quantitative real-time PCR data for every gene

## Discussion

### Plasma cortisol, metabolites, and blood cell counts

In pigs like in other species, LPS is responsible for the fever and inflammatory reaction induced by gram-negative bacterial infection, as shown by the increase in the circulating levels of pro-inflammatory cytokines and acute phase proteins, as well as the changes in white blood cell counts [27, 29–31], which explained the characteristic changes of white blood cell count to LPS observed in our study.

LPS also induces profound endocrine and metabolic changes and our results are consistent with previously published data in pigs [27, 29, 31]. A large increase in circulating levels of cortisol (and catecholamines, not measured here) has been described and these hormonal changes can be involved in the release of the mediators of inflammation [27, 31]. It was shown previously in mice that this hypoglycaemia cannot be explained by changes in insulin concentrations that are also reduced by LPS [32], but it could result from the increased glycolysis in muscles and immune cells, as well as from a reduced hepatic glucose production [33]. The increase of circulating concentration of free acids can result from the lipolytic action of catecholamines and cortisol that are massively released by LPS [11, 34] and from LPS-induced changes in hepatic and fat tissue lipid metabolism [35, 36]. A sharp increase in bilirubin concentrations was also measured at *t*=+4 (17.72 vs 2.14 *μ*mol/l), reflecting the hepatic toxicity of LPS [37, 38].

### Clustering of differentially expressed genes (List1)

The 284 remaining genes from the first list (List1) were clustered into 4 clusters using HAC. This clustering exhibited patterns related to different kinetics of their response.

**The first cluster** includes 8 genes up-regulated at *t*=+1 and related to immune cell tracking (*ALOX12*, *JUNB*, *TNFAIP3*, *CCL20*, *CXCL5*, *NFKBIA*, *LTA*, *EDN1*). 

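CCL20, the ligand of the chemokine receptor CCR6, rose by 2.66 (SE 0.20, adjusted p = 1.8e-14) on the log2 scale at t=+1 and by 2.09 (SE 0.13, adjusted p = 5.2e-18) at t=+4, in 27 of 28 pigs and 29 of 29 pigs. LTA, the lymphotoxin of activated lymphocytes, rose by 0.50 (SE 0.06, adjusted p = 2.5e-06) at t=+1 and fell by 0.78 at t=+4. ALOX12, a lipoxygenase, was 1.22 (SE 0.21, adjusted p = 0.017) above t=0 at t=+1, which did not pass, and rose by 1.74 (SE 0.20, adjusted p = 4.4e-07) relative to the array median. Of the 5 genes of this cluster with a named probe, 4 rose at t=+1 (limma; 5 adjusted over the list alone, not independent evidence since the cluster was formed on these samples), and 5 rose relative to the array median, where CCL20 stood at 3.18 and LTA at 1.02. At t=+4, 2 rose and 1 fell, and 3 rose relative to the array median, where LTA, at 0.03, did not pass. Adjusted for the lymphocyte minus granulocyte marker score, CCL20 at t=+4, at 1.23, no longer passed.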

Inflammation is a powerful protective mechanism which is coordinated and controlled by cytokines and chemokines and, as expected, we detected an increase in the expression level of members of the CXCL family. 

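CXCL8, the neutrophil attractant interleukin 8, rose by 3.24 (SE 0.20, adjusted p = 1.4e-18) on the log2 scale at t=+1 in 28 of 28 pigs. CXCL2, another neutrophil attractant, rose by 2.89 (SE 0.21, adjusted p = 6.3e-16). At t=+4 CXCL8 was 0.42 (SE 0.10, adjusted p = 1) above t=0, which did not pass, and rose by 1.23 relative to the array median. Its probe lay 1.79 below the array median at t=0, and subtraction of a falling median can show so dim a probe as a rise. CXCL10, an interferon-induced attractant of T cells, fell by 1.63 (SE 0.22, adjusted p = 1.9e-05) at t=+1 and rose by 3.26 (SE 0.28, adjusted p = 2.7e-12) at t=+4, a difference of 4.89 (SE 0.29, adjusted p = 4.3e-20) between the 2 times. CXCL13, the attractant of B cells, rose by 1.84 (SE 0.17, adjusted p = 5.6e-11) at t=+4, and CCL4, an attractant of monocytes and T cells, rose by 1.52 at t=+1 and 1.14 at t=+4. CCL5, made mainly by T and NK cells, fell by 2.23 at t=+4. Of 13 named genes on a list of pro-inflammatory cytokines and chemokines, 7 rose and 5 fell at t=+1, and 4 rose and 3 fell at t=+4 (limma). At t=+24, 1 fell, PTGS2, an enzyme of prostaglandin synthesis that the list also holds. Adjusted over the list alone, 7 and 5, and 6 and 4 passed at t=+1 and t=+4. Of the 11 named from RefSeq, 6 and 4, and 4 and 1 did over all probes. With the array median subtracted, 7 rose and 1 fell at t=+1, and 9 rose and 1 fell at t=+4. Against the other genes named from RefSeq, the 11 members with such a name were higher at t=+1 and t=+4 (camera, preset correlation 0.01, adjusted p = 8.67e-06 at both times; adjusted p = 0.164 and 0.0852 with an estimated correlation), and with each array centred on its median the adjusted p at t=+1 was 0.0775. CXCL10 at t=+1 did not pass relative to the array median (-1.11), and with the lymphocyte minus granulocyte marker score as a covariate CXCL10 (2.98) and CXCL13 (0.92) no longer passed at t=+4.

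**Figure D5:**
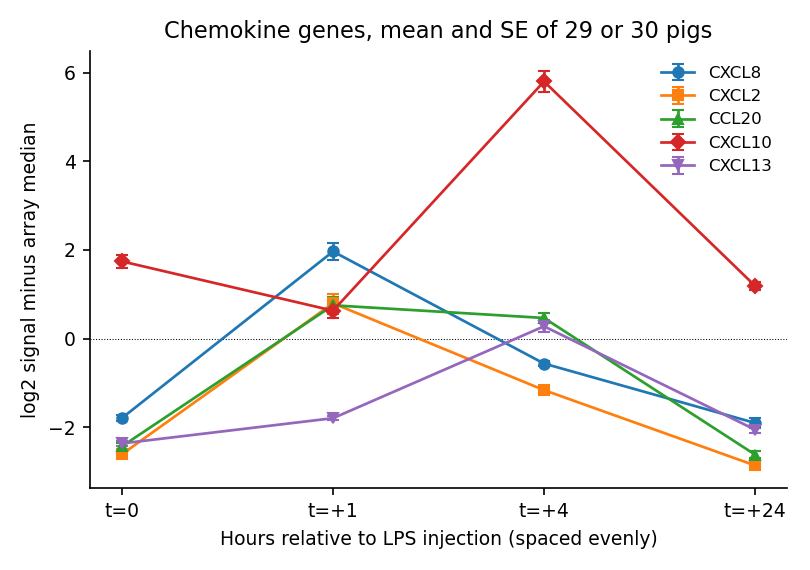
Log2 signal minus the array median of 5 chemokine genes by hours after LPS, as mean and SE of 29 or 30 pigs. CXCL8, CXCL2 and CCL20 are highest at t=+1, and CXCL10 and CXCL13 at t=+4. CXCL8, CXCL2, CCL20 and CXCL13 lie below the array median at t=0, where a fall of the median can add to a rise.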

*JUNB* gene (a member of Jun family) also participates in the immune response; it is activated by the TLR signalling pathway [39] and can induce expression of interleukins [40–43]. Hormone activation of the glucocorticoid receptor in leukocytes results in a profound suppression of pro-inflammatory gene networks such as the NF- *κ*B mediated transcription of pro-inflammatory cytokine genes and *CXCL2* together with *LTA* were described by [44] as glucocorticoid-regulated genes. These findings show that wide variation in glucocorticoid sensitivity exists between individuals which may influence susceptibility to inflammatory diseases [11].

**The second cluster** includes 12 genes up-regulated at *t*=+4 and related to connective tissue disorders and inflammatory diseases (*GYG1*, *PDXK*, *RETN*, *C3*, *IL27*, *TLR4*, *IL1RN*, *ICAM1*, *CXCL13*, *C3AR1*, *FAS*, *SOD2*, and *TLR4*). 

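ICAM1, the adhesion molecule that binds leukocyte integrins, rose by 2.16 (SE 0.16, adjusted p = 2.1e-15) on the log2 scale at t=+4 after a rise of 1.25 (SE 0.16, adjusted p = 9.6e-06) at t=+1. IL1RN, the antagonist of the interleukin 1 receptor, rose by 1.75 (SE 0.17, adjusted p = 1.7e-09) at t=+4 in 28 of 29 pigs. C3AR1, the receptor of the complement fragment C3a, was 0.77 (SE 0.14, adjusted p = 0.13) above t=0, which did not pass, and rose by 1.57 (SE 0.12, adjusted p = 9.9e-15) relative to the array median. Of the 11 genes of this cluster with a named probe, 5 rose at t=+4 (limma; 9 adjusted over the list alone, not independent evidence since the cluster was formed on these samples), and 11 rose relative to the array median, where ICAM1 stood at 2.96 and IL1RN at 2.55. With the lymphocyte minus granulocyte marker score as a covariate none of the 11 passed as a rise at t=+4 by limma (2 higher and 4 lower at an unadjusted p under 0.05): ICAM1 was at 0.99, C3 at 0.15 and C3AR1 at -0.64, and IL1RN turned to -0.03. The score itself fell in 29 of 29 pigs at t=+4, so this fit hardly separates time from score.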

Toll-like receptor 4 (*TLR4*) is essential for initiating the innate response to lipopolysaccharide from Gram-negative bacteria by acting as a signal-transducing receptor. As the pig industry faces a unique array of related pathogens, it is anticipated that the genotype of swine *TLR4* could be of crucial importance in future strategies aimed at improving genetic resistance to infectious diseases [45].

**The third cluster** includes the genes down-regulated at *t*=+4. This cluster groups 159 DEG related to the inflammatory response. It is associated with functions linked to immunological disease, cancer, cell death and survival, immune cell tracking, and belongs to a series of twelve canonical pathways, including leukocyte extravasation signalling, NF- *κ*B activation, and glucocorticoid receptor signalling.

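KIT, the receptor of stem cell factor, fell by 2.21 (SE 0.10, adjusted p = 1e-24) on the log2 scale at t=+4, AES, a corepressor of transcription, fell by 2.24 (SE 0.15, adjusted p = 1.4e-17), and CMTM7, a membrane protein of B cells, fell by 2.19. IL16, an attractant of CD4 T cells, fell by 2.11 (SE 0.18, adjusted p = 1.5e-12). At t=+24 KIT rose by 0.93 (SE 0.12, adjusted p = 3.3e-06). Of the 57 genes of this cluster with a named probe, 56 fell at t=+4 (limma; 57 adjusted over the list alone, not independent evidence since the cluster was formed on these samples), and 27 rose at t=+24 (49 adjusted over the list alone; 16 with the pig as a block). Relative to the array median, 38 fell and 1 rose at t=+4 and 8 rose at t=+24, with AES at -1.44 and KIT at -1.41 at t=+4. With the lymphocyte minus granulocyte marker score as a covariate, IL16, at -2.41, no longer passed at t=+4. The T cell markers LCK and CD27, which are members of this cluster, fell together with the other T cell markers.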

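IL18, an interleukin that caspase 1 activates, fell by 2.46 (SE 0.21, adjusted p = 1.1e-12) on the log2 scale at t=+1, and CASP1, caspase 1 itself, fell by 2.40 (SE 0.12, adjusted p = 4.1e-24). TNFRSF1A, the death receptor for TNF, fell by 1.69 (SE 0.10, adjusted p = 2.6e-19), TXNIP, an inhibitor of thioredoxin, fell by 1.77, and RIPK3, a kinase of necroptosis, fell by 1.36. Of the 35 genes that the paper places in the cluster of falls at t=+1 and that have a named probe, 33 fell at t=+1 (limma; 35 adjusted over the list alone, not independent evidence since the cluster was formed on these samples), and 15 fell and 1 rose relative to the array median. In a list of cell death receptors and caspases, 11 of 11 named genes fell at t=+1 (11 adjusted over the list alone), and 7 fell relative to the array median (8 adjusted over the list alone), CASP1 at -1.89 and TNFRSF1A at -1.17 among them; of the 8 named from RefSeq, which do not depend on the study's choice of probes, 8 and 5 fell. Against the other genes named from RefSeq, this list at t=+1 did not pass on the deposited scale (camera, adjusted p = 0.0828; 0.778 with an estimated correlation), and passed at 0.05 with each array centred on its median (0.042) and with quantile normalization (0.0401). CD163, a member of the cluster, is a monocyte marker, and 4 of 7 named monocyte markers fell at the same time.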

**The fourth cluster** includes the genes down-regulated at *t*=+1. These genes are related to apoptosis, NF- *κ*B, and death receptor signalling canonical pathways.

### Comparison of all lists of genes

Figure 4 shows the overlap of the three lists of genes ((List1), (List2), and (List3)). 

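Genes that the paper finds in all 3 of its lists were lower at t=+1 and then diverged. C5AR1, the receptor of the complement fragment C5a, fell by 0.80 (SE 0.09, adjusted p = 3.5e-08) on the log2 scale at t=+1, and TNFSF13B, a survival factor of B cells, fell by 0.84. At t=+4, C3, CXCL13 and SOD2 rose, while FAS was 0.47 (SE 0.17, adjusted p = 1) above t=0, which did not pass. All 22 genes, from ABHD2 to TXNIP, have a named probe: 20 fell at t=+1, 3 rose and 4 fell at t=+4, and 3 rose at t=+24 (limma; 21, then 7 and 8, then 9 adjusted over the list alone, not independent evidence since the study chose the genes on these samples). Against the array median, 1 rose and 9 fell at t=+1, where C5AR1 (-0.28) and TNFSF13B (-0.32) did not pass, 12 rose at t=+4, FAS by 1.28 among them, and 1 rose at t=+24. Their mean per pig fell by 1.17 at t=+1 (SD 0.36, 28 of 28 pigs) and rose by 1.22 from t=+1 to t=+4 (SD 0.71, 29 of 29 pigs; two-sided permutation p = 1e-05 for both, the smallest p that 100000 resamples give). With the lymphocyte minus granulocyte marker score as a covariate none of the 22 rose at t=+4 by limma (1 higher and 17 lower at an unadjusted p under 0.05), and FAS was at -0.33. The score fell in every pig at t=+4, so a lost call does not show that cell composition accounts for the rise. With all 4 times in one fit, 13 of the 22 fell at t=+1.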

Twenty two genes are common between the three analyses: *ABHD2*, *C3*, *C3AR1*, *C5AR1*, *CAPN3*, *CCDC47*, *CD163*, *CXCL13*, *DBN1*, *DGAT2*, *FAS*, *GYG1*, *HMOX1*, *NFAM1*, *PDXK*, *SELL*, *SERPING1*, *SOD2*, *TLR4*, *TNFRSF1A*, *TNFSF13B* and *TXNIP*. Identification of genes common to all three analyses, which are known in literature to have an important role in chemotaxis, apoptosis, calcium ion transport and metabolism, confirms their roles in immunity and inflammation in pigs. These genes could further serve in a panel of tissue prognosis indicators of porcine immune response. IPA analysis showed that these genes form two functional networks, NW1 and NW2 (Table 3). The first functional network (NW1, Fig. 5) is related to infectious diseases, cellular movement, hematological system development and function, cell-to-cell signalling and interaction. These genes form a node connected to *ESR1*. This gene encodes the estrogen receptor 1, a ligand-activated transcription factor. Estrogen receptors are also involved in pathological processes including breast cancer, endometrial cancer, and osteoporosis [46]. 

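CD163, the scavenger receptor of monocytes and macrophages for haptoglobin and hemoglobin, fell by 3.95 (SE 0.17, adjusted p = 1.3e-27) on the log2 scale at t=+1 in 28 of 28 pigs, more than any other named gene. At t=+4 it had fallen by 1.62 (SE 0.21, adjusted p = 1.9e-05) and at t=+24 it stood 0.75 (SE 0.21, adjusted p = 1) above t=0, which did not pass. From t=+1 to t=+4 CD163 rose by 2.33 (SE 0.23, adjusted p = 2.8e-10) and TLR4, the receptor for LPS, by 1.64 (SE 0.16, adjusted p = 3.6e-10), and from t=+4 to t=+24 CD163 rose by 2.37 (SE 0.26, adjusted p = 1.6e-08) (limma, adjusted over the 55,674 p-values of both comparisons). TLR4 at t=+24 stood at -0.06 (SE 0.13, adjusted p = 1) from t=0. CD163 fell relative to the array median at t=+1 (-3.43) and did not pass on that scale at t=+4 (-0.82). Its other probe was at -0.99 at t=+1, and the 3 probes of TLR4 lay between 0.27 and 0.71 at t=+4. After adjustment for the lymphocyte minus granulocyte marker score, neither difference between t=+1 and t=+4 passed (CD163 1.97, TLR4 0.66).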

Among the genes that form these networks, two are particularly interesting, *TLR4* and *CD163*. Toll-like receptor 4 (*TLR4*) signalling pathway is the essential member in TLRs family, which plays an important role in a variety of inflammatory reaction such as in diarrhoea and hydropsy of weaned piglets infected by pathogens [47]. The *TLR4* gene was described as one of the important immunological factors influencing for example the development of mycoplasma pneumonia of swine [48]. TLR4 dysregulation promoted aberrant cytokine production in bacterial sepsis [49].

**Fig. 4:**
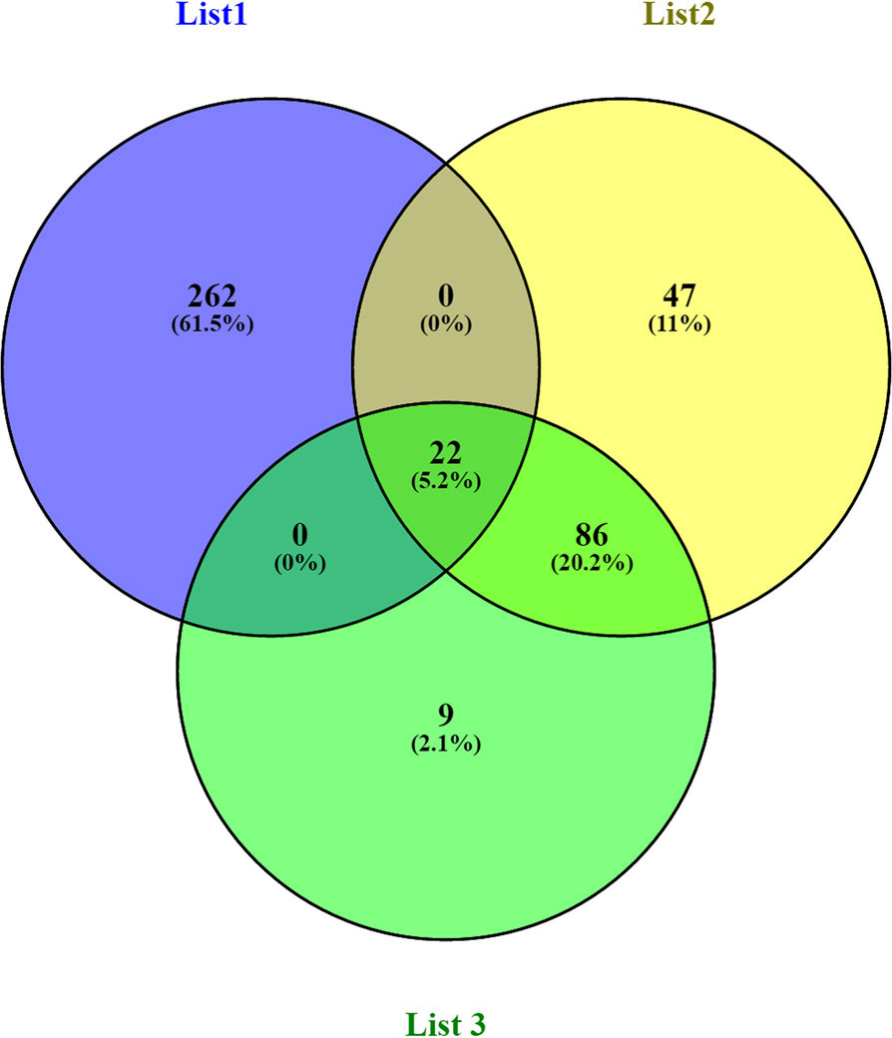
Venn diagram showing DEG common to all lists of genes ((List1), (List12 and (List3); 22 DEG)

**Fig. 5:**
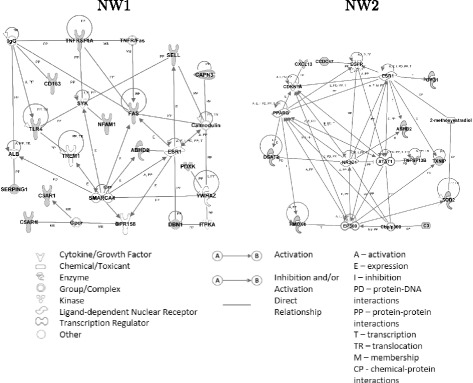
Functional networks formed by the 22 DEG common to (List1), (List2) and (List3). NW1: related to infectious diseases, cellular movement, hematological system development and function, cell-to-cell signalling and interaction. NW2: related to cell death and survival, cellular development, cellular growth and proliferation

**Table 3:** Gene networks (NW) with commons DEG between the three lists of genes (in bold)

NW	Genes in network	Genes in present study	Top diseases and functions
1	***ABHD2*** ^∗^, *ALB*, ***C3AR1***, ***C5AR1***, *Calmodulin*, ***CAPN3***, ***CD163***, ***DBN1***, ESR1*, ***FAS***, *Gpcr*, *GPR158*, *IgG*, *ITPKA*, ***NFAM1***, ***PDXK***, ***SELL***, ***SERPING1***, *SMARCA4*, *SYK*, ***TLR4***, *TNFR/Fas*, ***TNFRSF1A***, *TREM1*, *YWHAZ*	13	Infectious Diseases, Cellular Movement, Hematological System Development and Function, Cell-To-Cell Signaling and Interaction
2	*2-methoxyestradiol*, ***ABHD2*** ^∗^, ***C3***, *Cbp/p300*, ***CCDC47***, *CDKN1A*, ***CXCL13***, ***DGAT2***, *EGFR*, *EP300*, ESR1*, ***GYG1***, ***HMOX1***, *NR3C1*, *PPARG*, ***SOD2***, *STAT1*, ***TNFSF13B***, ***TXNIP***	10	Cell Death and Survival, Cellular Development, Cellular Growth and Proliferation

*ABHD2* ^∗^ and *ESR1* ^∗^ are common to both networks

The expression of porcine *CD163* (a scavenger receptor belonging to a cysteine-rich superfamily) on monocytes/macrophages correlates with permissiveness to African swine fever infection [50]. *CD163* is considered as the most important receptor for porcine reproductive and respiratory syndrome attachment and internalization [51]. Cell entry of simian hemorrhagic fever virus is also dependent on *CD163* [52].

The second network (NW2) is related to cell death and survival, cellular development, cellular growth and proliferation. The *NR3C1* (nuclear receptor subfamily 3, group C, member 1) gene encodes the glucocorticoid receptor, which can function both as a transcription factor that binds to glucocorticoid response elements in the promoters of glucocorticoid responsive genes, and as a regulator of other transcription factors. Signal transducer and activated transcription 1 (*STAT1*) has been identified as a point of convergence for the cross talk between the pro-inflammatory cytokine interferon *γ* (IFN*γ*) and the Toll-like receptor-4 (*TLR4*) ligand LPS in immune cells [53]. LPS activates *STAT1* via the NF-*κ*B pathway [54].

Several transcriptomic studies of immune and inflammatory responses have been published in pigs, however little is known about longitudinal changes. The peripheral blood transcriptome reflects variations in immunity traits and a few potential gene biomarkers were found for immunocompetence (*RALGDS* gene was shown for prediction of IL2; *ALOX12* for phagocytosis; *GNLY*, *KLRG1* and *CX3CR1* for CD4-/CD8+ cell count) [55]. Zhou et al. [56] investigated the transcriptional responses of pig peripheral blood mononuclear cells following an experimental challenge with the intracellular protozoan *Toxoplasma gondii*. Zhao et al. [57] studied the response to the foot-and-mouth disease infection. Peripheral blood mononuclear cells transcriptome profiles were studied by Islam et al. [58] to identify potential candidate genes and functional networks controlling the innate and adaptive immune responses to the porcine reproductive and respiratory syndrome vaccine. The innate immune transcriptional network was found to be regulated by *LCK*, *STAT3*, *ATP5B*, *UBB* and *RSP17* genes. The adaptive immune transcriptional response to the porcine reproductive and respiratory syndrome vaccine in peripheral blood mononuclear cells is related to *TGFb1*, *IL7R*, *RAD21*, *SP1* and *GZMB*. Altogether these results show the value of gene expression studies to explore inflammatory and immune responses and the factors of their regulation.

## Conclusion

We have presented here an integrative biological approach combining different statistical models and biological measures and taking into consideration the longitudinal aspect of the data. This analysis of biological data required the development of a methodology adapted to both the multi-dimensional and longitudinal data.

LPS stimulation was chosen because it is standard to study general inflammation processes in many species. Immunological stress is the status of animals challenged by bacteria or viruses. It is associated with immunological, neurological, and endocrinological responses [4]. A four time point kinetic was studied. It has been reported that time points earlier than 24 h are more relevant to decipher the onset of the response to stimulus as shown in kinetics studies in cow [59], pig [60], mouse [61] or human [62]. Moreover, kinetic studies have revealed that many genes return to their basal expression level by 24-48 h of stimulation, suggesting that homeostasis is restored at that time [59, 60]. Our results provide many candidate genes to test for kinetic studies and ongoing complementary studies focused on this topic. It is worth mentioning that the different responses to LPS are not influenced by the adrenal gland reactivity as measured by the cortisol response to ACTH.

In conclusion, we have demonstrated that there are specific biomarkers indicative of an LPS-stimulated inflammatory response. Furthermore, these responses persist for prolonged periods of time and at significant expression levels, making them good candidate markers for evaluating the efficacy of anti-inflammatory drugs. 

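Few probes had changed in the same direction at t=+4 and at t=+24 on the deposited scale. The level of whole arrays fell at t=+4 and rose at t=+24, which limits this count. C15ORF48, a mitochondrial protein gene, rose by 1.38 (SE 0.18, adjusted p = 1.4e-05) on the log2 scale at t=+24, COX7A1, a subunit of cytochrome c oxidase, rose by 1.35 (SE 0.16, adjusted p = 4e-07), and SAA3 was still raised, by 1.54 (SE 0.23, adjusted p = 0.00045), after a difference of -4.29 (SE 0.30, adjusted p = 9e-17) from t=+4. From t=+4 to t=+24 CXCL10 differed by -3.47 (SE 0.25, adjusted p = 1e-15), and it stood at -0.21 (SE 0.17, adjusted p = 1) from t=0, and CXCL8 at 0.23. DEFB1, a beta-defensin, fell by 0.78 (SE 0.07, adjusted p = 3.8e-11) at t=+24. Of the 19,406 probes that changed at t=+4, 74 had changed in the same direction at t=+24 (56 up and 18 down), 4,072 in the opposite direction, and 15,260 did not pass at t=+24 (limma). Independent lists of these sizes would share 28.0 probes that rose and 25.6 that fell (together 53.6). The number expected in opposite directions was not computed. Over all probes 171 rose and 19,235 fell at t=+4, and 4,559 rose and 37 fell at t=+24. Few could therefore change alike, and these counts do not decide whether responses persist. Across all probes, which are not independent replicates, the log2 changes at both times had a correlation of -0.471 and a covariance of -0.0779, where unchanged groups against the same t=0 arrays gave 0.478 and 0.0026 on average, and with the t=0 arrays split between the comparisons the correlation was -0.481, with 30 probes changed in the same direction, where independent lists would share 9.0, and 318 in opposite directions, and relative to the array median 47, where they would share 39.5, and 88. The unchanged groups were drawn at random from all arrays without the pairing within pigs, so 0.478 is not an exact reference. Relative to the array median, 131 probes changed in the same direction, 88 up and 43 down where independent lists would share 212 and 376, and 1,778 in opposite directions. With the pig as a block, 2,327 probes changed in opposite directions, and SAA3 at t=+24 no longer passed. The paper concludes that there are specific biomarkers of an inflammatory response to LPS, states that these responses persist, and proposes them as markers for the efficacy of anti-inflammatory drugs.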

The majority of the genes identified have known roles in the inflammatory process. Subsequently, these biomarkers may serve collectively as an indication of inflammation in swine. The knowledge gained from this series of experiments may help in the development of a model for further studies.

## Additional files

Additional file 1 Sequences of oligonucleotide primers tested by quantitative RT-PCR analysis. Gene name: name of the gene; Gene description: informations on the gene’s molecular function; Forward Primer; Reverse Primer.

Additional file 2 List of 9,530 unique genes differentially expressed in list (List1).

Additional file 3 List of 284 unique genes differentially expressed in list (List1) included in non-generic biological functions (*n*=30). Generic biological functions include functions such as morphogenesis, transcription, locomotion. Gene name: name of the gene; Gene description: informations on the gene’s molecular function; Cluster: cluster in which the gene is classified by HAC; Time point: time measurement where the gene is DE; Expression: whether the DEG is up or down-regulated.

Additional file 4 List of 154 unique genes differentially expressed in list (List2).

Additional file 5 List of 116 unique genes differentially expressed in list (List3).

Additional file 6 Biological functions enriched by differentially expressed genes in list (List3) (*n*=30). Categories: Category of the enriched function; Diseases or Function Annotation: name of the enriched function; FDR: FDR of the enrichment test; Genes: list of genes enriching the biological function; Genes: number of genes enriching the biological function.

How the deposited data were processed for this re-analysis (not part of the article)

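The authors extracted signals with Agilent Feature Extraction 10.10.1.1 from one-colour porcine arrays, kept the probes that passed their quality control, and deposited normalized log2 signals; their processing notes also name limma, without a version. The deposited table holds 27,837 probes and 118 samples. Columns were matched to samples by the sample titles, pig and time were taken from the sample labels, and the column of feature numbers was not used. Blood counts, cortisol levels and RT-PCR values are not among the deposited values, so the L/G ratio, the correlation with cortisol and the RT-PCR correlations were not recomputed.

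From these log2 signals, each later time was compared with t=0 by limma 3.58.1 in R 4.3.3 (moderated t test, two-sided, without a covariate). The 83,511 p-values were adjusted together by the Bonferroni method, with a call at an adjusted p under 0.01. The times t=+4 and t=+1, and t=+24 and t=+4, were compared in the same way over 55,674 p-values. Means per pig were tested by permutation of the sign with 100000 resamples. Gene lists were compared with the other genes by camera with a preset correlation of 0.01 between genes, and again with an estimated correlation, over 27 pairs of list and time with the Benjamini-Hochberg method at 0.05. Camera was restricted to the 317 genes named through RefSeq, because the names from the additional files come from lists that the study selected, of which Additional file 2 was available in part; this restriction was added after the deposited values had arrived, and counts of calls over these genes alone were added after the data were seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and scikit-learn 1.9.0.

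The comparisons, thresholds, the 28 gene lists (9 of cell types and 19 of pathways, 688 genes) and the alternatives were chosen before the data were examined, except where the text says otherwise. Genes are named if the paper names them in its text, tables or clusters 1 and 2; if they are among the 10 largest rises or 10 largest falls of a later time, past the threshold and in the same direction in at least 90% of pigs; or as up to 4 members of a list or cluster with the largest change at the time discussed. The genes that the study listed had values in its tables that were seen before. CD14, TLR2, MS4A7 and IL1B are outside this rule and were named after their values were seen.

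Arrays of the same pig carry the same animal, so the pig was fitted as a block as an alternative. The correlation of the arrays of a pig was 0.234 for t=+1 against t=0, 0.0643 for t=+4, 0.106 for t=+24, 0.202 for t=+4 against t=+1 and -0.279 for t=+24 against t=+4. The deposited values of each pig share 1 distribution over its 4 arrays, which bears on these correlations. With this replicate block, 2,941 probes changed at t=+24 in place of 4,596.

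The other alternatives were all 4 times in 1 fit, the linear model without moderation, Benjamini-Hochberg adjustment at 0.05, quantile normalization between arrays, arrays centred on their median, removal of the dimmest 25% of probes, a lymphocyte minus granulocyte marker score (10 and 8 genes) as a covariate, the 3 series of sample numbers as a covariate, only pigs with all 4 times, and other summaries of a gene's probes. On simulated changes of 1 log2 unit in 100 of 27,837 probes, the test recovered 100 at t=+1, 95 at t=+4, 96 at t=+24, 97 between t=+4 and t=+1 and 93 between t=+24 and t=+4, and on changes of 0.5 it recovered 84, 64, 64, 63 and 39.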

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

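The relabelling tests were set before their results were seen, and the other tests of this part were chosen after the results were seen. In 100 relabellings that swapped times within random pigs, the real one included, 1 gave as many probes as the real times in each comparison. The counts were 18,217 probes against at most 3 at t=+1, 19,406 against at most 0 at t=+4 and 4,596 against at most 0 at t=+24. Between t=+4 and t=+1 they were 5,892 against at most 0, and between t=+24 and t=+4 22,061 against at most 0. A random swap of times therefore does not account for these counts. Whole arrays shifted together with time, so the swaps bear on the times as a whole and not on single probes.

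A difference between times flagged the level of whole arrays: per pig the array median rose by 1.15 from t=+4 to t=+24. The smallest difference within 1 of the 3 series of sample numbers was 0.84. Each series held all 4 times, so the design set this outcome, and handling that followed time within a series was not tested. The authors' normalization could have left differences of level between arrays in, since pooled values of a pig differed between pigs by at most 0.012 at any rank. A change in the share of leukocyte RNA cannot be told apart from other causes: at t=+24 platelet and red cell markers stood on average 0.18 above the array median's change, but platelets (0.30) and red cells (-0.11, p = 0.116) went apart, and at t=+4, where they stood 0.37 above it and the paper reports its lowest white blood cell count, GP1BA moved the other way (-0.57). The paper also reports fewer platelets and red cells at t=+24 and more red cells at t=+4, so these markers are not a fixed reference. The paper labelled and hybridized a fixed amount of RNA for each array, and no measure of RNA yield was among the deposited values. The arrays therefore cannot speak to a change of RNA content in blood, which was not tested.

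A difference between times also flagged interferon-stimulated genes, which rose by 1.504 on average from t=+1 to t=+4 relative to the array median, in 29 of 29 pigs. On that scale 8 of 15 named genes fell at t=+1 and 8 rose at t=+4 (12 and 12 adjusted over the list alone), and on the deposited scale 14 fell at t=+1 (15 adjusted over the list alone), IFIT2 by 2.32 and IFIT3 by 1.78 among them, with a mean of -0.02 at t=+4, so the shift of whole arrays alone does not account for it. With the marker score as a covariate 1 of the 15 was higher at t=+4 than at t=+1, in place of 12, and the mean difference was 0.65 in place of 1.21, so a change of blood cell composition stays open, as does an interferon response. By camera the list stood above the other genes at t=+4 (adjusted p = 0.0136) and below them at t=+24 (adjusted p = 0.00848), with an adjusted p = 0.778 at both times with an estimated correlation; at t=+4 it did not pass with centred arrays (adjusted p = 0.121) or with the marker score (adjusted p = 0.55).

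Monocyte markers, which the paper does not treat as a group, were flagged as a signal outside its analysis: their mean at t=+1 was -1.191 relative to the array median, which argues against the shift of whole arrays as the cause. Fewer monocytes in blood as the whole cause would lower all markers alike, and of the markers brighter than the array median 2, CD14 and TLR2, lay above each marker that fell. So did MS4A7, at 0.18, which was left out of this test as dimmer than the array median (7.17 at t=0). The paper counted monocytes in blood, and in its Fig. 1 their share of white cells is slightly lower at t=+1, without a mark of its test, while the white cell count is lower; these counts are not among the deposited values. Granulocytes express CD14 and TLR2, and a dim probe excludes little, so this explanation stays open, as does lower transcription within monocytes, which was not tested.

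A difference between times flagged CXCL10, with 4.89 from t=+1 to t=+4. SAA3 at t=+4, with 5.829, and CXCL8 at t=+1, with 3.238, were flagged as signals of genes that the paper's text does not name, although it reports a rise of the CXCL family.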

How the results depend on the processing

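The calls on all 3 scales, and the pig as a block together with centred arrays, were chosen after seeing the data; the other alternatives were set before. The cause of each difference was not tested, except where the construction of the alternative gives it. Values in the order t=+1, t=+4, t=+24 are compared with 112, 171 and 4,559 probes raised and 18,105, 19,235 and 37 lowered.

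Centring each array on its median moved the split of rises and falls, by its construction: 7,447, 10,028 and 588 raised and 3,172, 6,288 and 1,665 lowered, with 10,619 changed at t=+1 and 2,253 at t=+24. From t=+1 to t=+4, 1,696 probes were higher and 2,771 lower, and from t=+4 to t=+24, 7,615 and 10,353. It left 1,185 genes changed at any time in place of 1,879. Of the 317 genes named through RefSeq alone, a count added after seeing the data, 244 changed at any time. Quantile normalization gave 3,692, 5,979 and 411 raised and 3,016, 7,237 and 1,080 lowered, with 6,708 changed at t=+1 and 1,491 at t=+24, 1,358 and 3,253 between t=+4 and t=+1, 8,874 and 6,160 between t=+24 and t=+4, and 1,088 genes. Median centring with the pig as a block gave 8,074, 9,902 and 1,049 raised and 4,293, 6,740 and 1,046 lowered, 2,095 changed at t=+24, 1,868 higher at t=+4 than at t=+1, and 7,545 higher and 9,863 lower at t=+24 than at t=+4.

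The replicate block with the pig gave 2,941 changed at t=+24, 2,839 raised and 102 lowered, and 2,327 in opposite directions at t=+4 and t=+24; as a random effect 186 probes were lower at t=+24 than at t=+4 in place of 544. All 4 times in 1 fit gave 882 there, and 13 of the 22 common genes lowered at t=+1 in place of 20.

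At a Benjamini-Hochberg p of 0.05, 735, 1,407 and 21,689 were raised and 1,826 lowered at t=+24, with 23,515 changed, 18,787 differing between t=+4 and t=+1 (1,558 higher, 17,229 lower) and 2,329 lower at t=+24 than at t=+4. Of the list members, 11 of cluster 2 and 8 of the 22 common genes rose at t=+4. The marker score as a covariate gave 6,285 changed at t=+4 (7 up and 6,278 down), 6,947 at t=+24 (6,907 up), 1,029 between t=+4 and t=+1 (87 and 942), 18 lower at t=+24 than at t=+4, 0 of cluster 2 and 0 of the common genes raised at t=+4 by limma (2 higher and 4 lower at an unadjusted p under 0.05 and 1 higher and 17 lower at an unadjusted p under 0.05), and turned SOD2 to -0.063, IL1RN to -0.026 and S100A9 to -0.442 at t=+4. The score itself fell in 29 of 29 pigs at t=+4, so time and score are hard to separate there.

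Calls on all 3 scales numbered 2,310 at t=+1 (2,198 lowered), 5,487 at t=+4 (5,316), 338 at t=+24 (301 raised), 3,009 between t=+4 and t=+1 (2,554 lower) and 6,725 between t=+24 and t=+4 (6,181 higher). Lists on all 3 scales kept 37 of 56 falls of cluster 3, 15 of 33 of cluster 4 and 9 of 20 of the common genes.

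Of cluster 4, 15 fell at t=+1 with centred arrays, 17 with quantile normalization and 15 with centring and block; of the common genes 9, 11 and 9 fell at t=+1 and 12, 10 and 12 rose at t=+4; of cluster 2 11, 11 and 11 rose at t=+4. Of the Table 2 statements, 11 passed with centring and 11 with quantile normalization. The List2 mean became 0.737 (centring), 0.536 (quantile) and 0.08 (median over probes) at t=+4, 0.109 (centring) at t=+24, and -0.61 and -0.339 from t=+4 to t=+24. For List3 at t=+4 these were 0.756, 0.585 and 0.171. The median over probes gave a marker score of -0.26 at t=+1 and -0.23 at t=+24, and quantile normalization -0.02 at t=+24. Complete linkage gave an adjusted Rand index of 0.207.

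By camera the adjusted p of cytokines and chemokines at t=+1 was 0.0775 with centring, 0.0624 with quantile normalization and 0.164 with an estimated correlation, and 0.0852 at t=+4 with an estimated correlation. For interferon-stimulated genes at t=+4 it was 0.121 with centring, 0.55 with the marker score and 0.778 with an estimated correlation, and 0.778 at t=+24. With an estimated correlation 0 of the 4 calls of camera were kept, and 2 pairs of list and time had an unadjusted p under 0.05.

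Probes changed alike at t=+4 and t=+24 numbered 415 (Benjamini-Hochberg), 131 (centring), 186 (quantile), 26 (marker score) and 30 (t=0 split); those in opposite directions 21,393, 1,778, 1,059, 2,711 and 318; and those not past the threshold at t=+24 2,496 and 3,548 under Benjamini-Hochberg and the marker score. Of 127 changes of named genes, 124 kept direction and side of the threshold with the block and 3 no longer passed (SAA3, MSN and SSH1 at t=+24), and the block changed none of the other calls among these 127, while many counts of lists at t=+24 fell with it (cluster 3 from 27 to 16) and some rose (T cell markers from 2 to 3); 95 kept them with the marker score, and between 103 and 126 with the alternatives other than centring and quantile normalization alone. With centring 15 no longer passed, 7 newly passed, 3 moved and 1 reversed, and with quantile normalization 15, 7, 2 and 1. Centring turned LTA at t=+4 to 0.027 (0.011 with the block), and quantile normalization turned GATA1 at t=+1 to 0.006. Dim signals near background limit what the arrays resolve.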

Differences from the paper's values

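In the main fit, no value that the paper states for a measure computed here differed from it by the rule used, which for a log2 change is another sign or a gap above the SD over pigs, and for a count a ratio above 1.5. Both sets of values come from the same arrays, so the SD over pigs is not the error of this comparison and the rule is wide. The widest gaps were the mean of cluster 2 at t=+4, 1.19 here (SD 0.77, 11 of its 12 genes) and about 1.8 in Fig. 3, read by eye, and that of cluster 4 at t=+24, 0.64 here (SD 0.79, 35 of its 77 genes) and about 0.4 in Fig. 3, read by eye. The paper's List1 holds 22,794 probes from a fit adjusted for the L/G ratio, against 21,097 here at the same threshold without that ratio. Of the alternatives for this count, quantile normalization, with 14,730, lay outside the rule. Alternatives also moved means outside it, among them cluster 2 at t=+4 with the marker score (-0.139) and cluster 3 at t=+4 with centring (-0.667). Some statements of the paper differ.

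The paper describes the expression of List2 as stable between t=+4 and t=+24. The mean of its 209 probes rose by 0.54 between these times on the deposited scale (23 of 30 pigs, two-sided permutation p = 0.00141) and fell by 0.61 relative to the array median, while the probe means of its Additional file 4 match those computed here on the deposited scale. The paper's L/G ratio, from blood counts, is highest at t=+1 and back at its basal level at t=+4, whereas the lymphocyte minus granulocyte marker score, a measure of RNA, fell by 0.50 at t=+1 and by 2.01 at t=+4. Table 2 of the paper gives times of higher and lower expression without a reference time; of its 30 statements for genes with a named probe, 29 had the stated sign against t=0 and 17 passed, 4 of 15 among the rises.

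The columns of Additional file 2 carry a label for t=0, which a change from t=0 cannot have. All 185 probes of List3 are among the 209 of List2, whereas Fig. 4 shows genes in List3 that are not in List2.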

Other observations

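At t=+4, where 19,235 of all 27,837 probes fell, PSMB10, a subunit of the immunoproteasome, fell by 1.45 (SE 0.10, adjusted p = 3.8e-16) on the log2 scale, with 12 of 12 proteasome genes (12 adjusted over the list alone, 7 relative to the array median; 6 of the 6 named from RefSeq). By camera the 6 proteasome genes named from RefSeq did not pass at t=+4 against the other genes so named (adjusted p = 0.16; 0.832 with an estimated correlation). ATP5A1, a subunit of ATP synthase, fell by 1.57, and HK1, the first enzyme of glycolysis, by 1.76. RPL15, a ribosomal protein, fell by 1.52 and SLA-DRA, an MHC class II chain, by 1.48. Relative to the array median, the named ribosomal protein genes had a mean change of 0.04 at t=+4, so RPL15 does not stand for them. That mean was -0.47 for oxidative phosphorylation, -0.31 for glycolysis, -0.48 for MHC class II and 0.49 for MHC class I. Of the lists of oxidative phosphorylation, glycolysis, ribosomal proteins, MHC class I and MHC class II, at most 1 gene was named from RefSeq; the other names come from additional files of the study, which hold probes that it selected on these samples, so counts of these lists are left out and camera did not test them. Tests are limma with the threshold used for all probes.

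Other lists held few named genes. Over all 27,837 probes, 18,105 fell at t=+1 and 19,235 at t=+4, and of the 317 genes named from RefSeq 195 and 175 did. The counts of falls below are to be read against these shares. At t=+1, 8 of 10 anti-inflammatory mediators (8 adjusted over the list alone, 2 relative to the array median; 4 of the 7 named from RefSeq) fell, with ANXA1, an annexin, at -1.43, and 7 of 9 glucocorticoid-induced genes (8 adjusted over the list alone, 4 relative to the array median; 1 of the 2 named from RefSeq), 3 of 7 complement genes (6 adjusted over the list alone, 1 relative to the array median; 1 of the 3 named from RefSeq) and 5 of 8 genes of the oxidative burst and antioxidant enzymes (6 adjusted over the list alone, 1 relative to the array median; 4 of the 4 named from RefSeq). At t=+4, 6 of 7 cell cycle genes (7 adjusted over the list alone, 2 relative to the array median; 1 of the 2 named from RefSeq) fell, and of 7 neutrophil granule proteins 2 rose and 3 fell (3 and 3 adjusted over the list alone, 3 and 2 relative to the array median; 1 and 2 of the 5 named from RefSeq). Relative to the array median at t=+1, 1 of the 10 anti-inflammatory mediators rose beside the 2 that fell. Of the 7 named from RefSeq, 3 rose and 1 fell on that scale. By camera neither the anti-inflammatory mediators at t=+1 (adjusted p = 0.823) nor the neutrophil granule proteins at t=+4 (adjusted p = 0.16) passed. At t=+4, the paper's cortisol peak, 0 of the 9 glucocorticoid-induced genes rose and 3 fell (7 fell adjusted over the list alone). Relative to the array median, 2 of these 9 rose and 0 fell at t=+4. At t=+24, CCR3 and ALOX15, the 2 named eosinophil markers, rose by 0.92 and 0.87 and did not pass relative to the array median (0.57 and 0.53), while with the pig as a block as well, a fit added after the data were seen, both passed there (0.59 and 0.55); 2 of 5 platelet markers rose (5 adjusted over the list alone, 1 relative to the array median; 2 of the 4 named from RefSeq), ITGB3 by 0.97 among them. At t=+1 GATA1, of 2 red cell markers, fell by 0.54, and CD86, of 2 dendritic cell markers, fell by 0.74, and neither passed relative to the array median (-0.02 and -0.22).

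In the 28 pigs with all 4 times, 91.1% of the variation over probes lay within pigs, a share that the normalization per pig partly sets. The first component of the within-pig part held 84.1% of it and had a correlation of -1.0 with the array median. The share of the within-pig variation between time means was 76.2%.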
